# Overexpression of *OsC3H10*, a CCCH-Zinc Finger, Improves Drought Tolerance in Rice by Regulating Stress-Related Genes

**DOI:** 10.3390/plants9101298

**Published:** 2020-10-01

**Authors:** So Yoon Seong, Jae Sung Shim, Seung Woon Bang, Ju-Kon Kim

**Keywords:** CCCH zinc finger, Rice, Drought tolerance, Processing bodies (PB), Stress granules (SG)

## Abstract

CCCH zinc finger proteins are members of the zinc finger protein family, and are known to participate in the regulation of development and stress responses via the posttranscriptional regulation of messenger RNA in animals and yeast. However, the molecular mechanism of CCCHZF-mediated drought tolerance is not well understood. We analyzed the functions of *OsC3H10*, a member of the rice CCCHZF family. *OsC3H10* is predominantly expressed in seeds, and its expression levels rapidly declined during seed imbibition. The expression of *OsC3H10* was induced by drought, high salinity and abscisic acid (ABA). Subcellular localization analysis revealed that OsC3H10 localized not only in the nucleus but also to the processing bodies and stress granules upon stress treatment. Root-specific overexpression of *OsC3H10* was insufficient to induce drought tolerance, while the overexpression of *OsC3H10* throughout the entire plant enhanced the drought tolerance of rice plants. Transcriptome analysis revealed that *OsC3H10* overexpression elevated the expression levels of genes involved in stress responses, including LATE EMBRYOGENESIS ABUNDANT PROTEINs (LEAs), PATHOGENESIS RELATED GENEs (PRs) and GERMIN-LIKE PROTEINs (GLPs). Our results demonstrated that *OsC3H10* is involved in the regulation of the drought tolerance pathway by modulating the expression of stress-related genes.

## 1. Introduction

Explosive increases in the world population and global climate change have led to a desperate need to use water-deficient areas for crop production. This has necessarily motivated efforts to improve crop productivity under drought conditions. One strategy for improving crop productivity under drought conditions is to develop new crop varieties through the manipulation of drought tolerance mechanisms. Achieving this goal requires a precise understanding of the drought tolerance mechanisms in plants. Plants have evolved numerous adaptive strategies, including developmental and physiological changes, to acclimate to drought stress, many of which are the results of transcriptional reprogramming by drought-induced genes. The drought-induced regulation of the transcriptional network includes transcriptional and posttranscriptional regulation of mRNAs [1,2,3]. It has been reported that genes involved in RNA metabolism are actively involved in drought responses [4,5].

Cysteine3Histidine (CCCH) zinc finger proteins are characterized based on the structure of the zinc-binding motif, which consists of three cysteines and one histidine. CCCH zinc finger proteins (TZFs) are widely conserved in yeast, animals and plants. Genome-wide analysis has revealed 68 and 67 CCCH zinc finger genes in Arabidopsis and rice, respectively [6]. Plant CCCH zinc finger proteins are classified into different subgroups based on the number and pattern of the CCCH motifs. The majority of CCCH zinc finger proteins contain one or two CCCH motifs. Among them, genes containing plant-unique tandem CCCH zinc finger (TZF) motifs preceded by an arginine rich (RR) motif are classified into an RR-TZF subgroup [7]. Plant RR-TZF proteins are involved in the regulation of hormone-mediated growth and stress responses [7,8,9,10]. In Arabidopsis, *AtTZF1,4,5* and *6* regulate seed germination by acting as both positive regulators of abscisic acid(ABA) and negative regulators of gibberellic acid(GA) synthesis [8,9]. *AtTZF1* mediates ABA-dependent abiotic stress tolerance [8]. The overexpression of *AtTZF2* and *AtTZ*F*3* also enhances the tolerance to abiotic stresses [11,12,13]. Additionally, RR-TZF is also known to be involved in biotic stresses. For example, AtTZF9 is phosphorylated by mitogen-activated protein kinases (MAPKs) and is required for pathogen-associated molecular pattern (PAMP)-triggered immune responses [14]. In rice, *OsTZF1/OsC3H35* acts as a negative regulator of several developmental processes, such as seed germination, vegetative growth, and leaf senescence, but also provides tolerance to high-salinity and drought stresses [10].

Several members of the TZF family are implicated in the posttranscriptional regulation of mRNA [15,16]. For example, tristetraproline (TTP), the prototype of mammalian TZF proteins, inhibits tumor necrosis factor-alpha production by destabilizing its mRNA [17]. Yeast Cth2 binds to adenylate-uridylate-rich elements (AU-rich elements) within the 3-UTR of many mRNAs involved in iron utilization to promote their turnover [15]. Similarly, AtTZF1, AtTZF9 and OsTZF1 have been shown to be associated with RNA in vitro as a shuttle between the nucleus and the foci [10,14,18]. Interestingly, AtTZF2 and AtTZF3 possess RNase activity and are able to degrade RNA in vitro [11]. TZF proteins are also proposed as critical components in the nucleocytoplasmic shuttling of mRNA that can localize to processing bodies (PBs) and stress granules (SGs). PBs and SGs are cytoplasmic aggregates formed by the messenger ribonucleoprotein complex which play important roles in posttranscriptional regulation [16,19]. PBs are enriched with translationally inactive mRNAs and degradation machinery, while SGs are the place where translationally fused mRNAs and preinitiation factors are stored [20,21]. In plants, Arabidopsis AtTZF1,4,5,6, and 9 and rice OsTZF1 are reported to be localized in PBs and SGs [9,10,14,18]. Among them, *AtTZF1* and *AtTZF9* are experimentally proven to function in shuttling between the nucleus and the cytoplasm [14,18]. The association of TZF proteins with PBs and SGS is regulated by developmental- and stress-driven signals. The localization of AtTZF1 into cytoplasmic foci is predominantly detected in stomata and meristems under normal conditions. However, the association of AtTZF1 with cytoplasmic foci is detected in other tissues after methyl jasmonate treatments [18]. Similarly, OsTZF1 is mainly localized in the cytoplasm under normal conditions but is localized in PBs and SGs after ABA and salt treatment in rice [10]. Here, we identified rice *OsC3H10*, whose expression is induced by drought and other abiotic stresses, and investigated its putative role in drought tolerance by evaluating the performance of transgenic rice plants with increased expression of *OsC3H10* either throughout the entire plant or specifically in the roots. We also characterized the expression patterns and subcellular localization of *OsC3H10* and identified genes that are related to the *OsC3H10*-mediated drought tolerance pathway.

## 2. Results

### 2.1. OsC3H10 Expression is Induced by Drought

To identify the rice CCCHs involved in drought tolerance responses, we first examined the expression patterns of *OsCCCH*s using our previously reported RNA sequencing data generated from rice plants exposed to drought stress [22]. In our previous study, non-transgenic plants were exposed to drought for 3 days and leaves of each 0, 1, 2, 3 days after drought were analyzed with RNA sequencing. From this data, we found that the expression of *OsTZF1*, *OsC3H10, 37* and *50* was induced by drought stress in rice plants (Table S1). Such drought-induced expression of those *OsTZF*s was validated by independent qRT-PCR analysis of the rice leaves and roots that were exposed to drought conditions (Figure 1B, Figure S1A). The expression of *OsTZF1*, *OsC3H10* and *37* was induced in leaves under drought conditions, while the expression of *OsC3H50* was upregulated in roots. Among the four drought-induced *OsCCCH* genes, *OsC3H10* was chosen for further study based on its robust expression patterns under drought conditions. The basal expression of *OsC3H10* was higher in roots than in leaves, and showed increase patterns in both leaves and root under drought stress, with higher increase in leaves. (Figure 1B). *OsC3H10* expression was also induced at higher levels in leaves than in roots under high salinity conditions (Figure 1C). Interestingly, the ABA treatment increased the expression of *OsC3H10* in roots more than in leaves (Figure 1D). Similarly, the expression of *OsTZF1*, *OsC3H37*, and *OsC3H50* was predominantly induced in roots by the ABA treatment (Figure S1B). Unlike the other tested abiotic stresses, no significant induction of *OsC3H10* was detected under the low-temperature treatment (Figure 1E). To understand how the *OsC3H10* expression patterns were differently regulated by drought and ABA, we examined the promoter sequence of OsC3H10. ABA-independent drought regulatory genes typically contain a specific *cis*-element known as the dehydration-responsive element/C-repeat (DRE/CRT), A/GCCGAC [23]. DREs or ABA-responsive (ABRE) *cis*-elements were overrepresented in the promoters of *OsTZFs* whose expression was induced by drought treatments (Figure S1C). Specifically, *OsTZF1* contained seven ABREs but no DRE, while the promoters of *OsTZF1, OsC3H10* and *37* included both DREs and ABREs (Figure S1C). These data support the idea that the drought-induced expression of *OsC3H10* is achieved through an ABA-independent pathway. We next determined the temporal expression patterns of *OsC3H10* in various developmental stages of the seeds, leaves, roots, stems, flowers, and flag leaves (Figure 1A). *OsC3H10* transcripts were detected in most tested tissues except in the later stages of leaves, stems, and flag leaves. The expression levels of *OsC3H10* were most abundant in dry seeds and decreased continuously during germination, yet had no increase in germination level (Figure S2). *OsC3H10* expression was generally higher in the early developmental stages of the tested tissues. These data indicate that *OsC3H10* is highly expressed in dry seeds and that its expression is induced by abiotic stresses, such as drought, high salinity and ABA.

### 2.2. Subcellular Localization of OsC3H10

To determine the subcellular localization of OsC3H10, we have generated a construct to express the OsC3H10-GFP translational fusion protein under the control of the *pCaMV 35S* promoter (*OsC3H10-GFP*). The empty vector *p35S-GFP* was used as a negative control to check whether the vector system was working (Figure 2A). The *OsC3H10-GFP* construct was transfected into rice protoplasts. The transformed protoplasts were stained with DAPI to visualize the position of the nucleus. The GFP fluorescence signal of OsC3H10-GFP overlapped with DAPI fluorescence, confirming the nuclear localization of OsC3H10-GFP (Figure 2A). In addition, the GFP fluorescence of OsC3H10-GFP was distributed throughout the cytoplasm and occasionally detected in cytoplasmic foci. To examine whether the association of OsC3H10 with cytoplasmic foci is related to the stress response, we treated protoplasts with heat stress and observed the changes in the OsC3H10 localization patterns (Figure 2A). The stress treatments increased the number of cytoplasmic foci associated with OsC3H10-GFP, while the nuclear localization of OsC3H10-GFP remained, and the density of OsC3H10-GFP in the cytoplasm decreased in the rice protoplasts (Figure 2C). Since the localization of OsC3H10 in the cytoplasmic foci was enhanced by the stress treatments, we hypothesized that OsC3H10 is transported into processing bodies (P-bodies) or stress granules (SGs), both of which are cytoplasmic aggregates involved in stress-mediated mRNA metabolism [19]. To determine whether OsC3H10 is associated with either P-bodies or stress granules, we generated constructs expressing a rice ortholog of Arabidopsis DECAPPING 1 (DCP1) (OsDCP1-2) fused to RFP (*OsDCP1-2-RFP*) to visualize the P-bodies and a rice ortholog of Arabidopsis POLY (A) BINDING PROTEIN 8 (PABP8) (OsPABP8) fused to RFP (*OsPABP8-RFP*) to visualize the stress granules. The *OsC3H10-GFP* construct was cotransformed into the rice protoplasts together with the *OsDCP1-2-RFP* or *OsPABP8-RFP* constructs. RFP fluorescence from both OsDCP1-2-RFP and OsPABP8-RFP were detected in cytoplasmic foci, which are the typical pattern of P-bodies and stress granules; this indicated that the constructs function correctly and can be used as markers for P-bodies and stress granules (Figure 2B,C). The GFP fluorescence of OsC3H10-GFP clearly overlapped with the RFP fluorescence of the P-body marker (OsDCP1-2-RFP) in rice protoplasts after heat stress treatments (Figure 2C). Similarly, OsC3H10-GFP was colocalized with OsPABP8-RFP in rice protoplasts. These results indicate that the localization of OsC3H10 changed from the nucleus/cytoplasm to the cytoplasmic foci in response to stress treatments.

### 2.3. Overexpression of OsC3H10 Enhances Drought Tolerance in Rice

To investigate the physiological functions of *OsC3H10* in response to drought stress, we generated two different types of transgenic rice plants: one with the whole-body overexpression promoter (*OsC3H10^OX^*) and the second with the root-specific overexpression promoter (*OsC3H10^ROX^*). From fifty individual lines of *OsC3H10^OX^* and *OsC3H10^ROX^*, we selected single-copy homozygous T_2_ transgenic lines. Finally, four single-copy homozygous lines of *OsC3H10^OX^* (#9, 18, 20, and 23) and *OsC3H10^ROX^* (#64, 67, 80, and 89) were selected for further study. The expression levels of *OsC3H10* were significantly elevated in the leaves and roots of the *OsC3H10^OX^* transgenic plants, while *OsC3H10* expression increased only in the roots of *OsC3H10^ROX^* transgenic plants, indicating that the transgenic plants were successfully generated as designed (Figure 3A). To test the performance of the selected transgenic plants under drought conditions, two-month-old nontransgenic (NT) and *OsC3H10^OX^* and *OsC3H10^ROX^* transgenic plants were subjected to drought stress by withholding water for three (*OsC3H10^ROX^*) or four days (*OsC3H10^OX^*), followed by rewatering for five days. The soil moisture content showed a similar rate of decrease during the drought treatment, indicating that the stress was uniformly applied to the tested plants (Figure 3B). Under these conditions, drought-induced visual symptoms such as chlorosis, wilting and leaf rolling appeared earlier in NT plants than in *OsC3H10^OX^* (Figure 3C). The *OsC3H10^OX^* transgenic plants showed better recovery from drought-induced damage than NT plants. After 5 days of rewatering, *OsC3H10^OX^* transgenic plants showed an 85 to 90% survival rate, whereas NT plants showed a 14% survival rate (Figure 3D). Since drought stress negatively affects the photosynthetic efficiency of plants [24], we separated each line into different pots and grew the plants until they were 2 months old (Figure S3). We then determined the *Fv/Fm* and the performance index, two different indicators of the photochemical efficiency of the photosystem (Figure 3E,F). *OsC3H10^OX^* plants remained more viable, with higher *Fv/Fm* and performance index values after the drought treatment, than NT plants. In contrast, *OsC3H10^ROX^* transgenic plants showed similar survival rate, Fv/Fm and performance index values as the NT control plants (Figure 3D–F). The same result was shown with agronomic traits as only *OsC3H10^OX^* plants had a significant increase in filling rate (Figure S4). These data suggest that *OsC3H10* overexpression confers drought tolerance in rice plants and that root-specific overexpression of *OsC3H10* was insufficient to confer drought tolerance. In addition, we have tested *OsC3H10^OX^* and *OsC3H10^ROX^* plants for any tolerance to high salinity and ABA. The transgenic plants showed no difference in growth as compared to NT plants under high salinity and ABA conditions (Figure S5).

### 2.4. Identification of Genes Involved in the OsC3H10-Mediated Drought Tolerance Pathway

To identify the molecular pathway by which OsC3H10 regulates drought tolerance, RNA sequencing was performed with three-week-old NT control and OsC3H10^OX^ transgenic plants. 

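The RNA came from whole 3-week-old plants of NT (cv. Nakdong) and of OsC3H10OX line 20 in the T4 generation, which carries OsC3H10 under the PGD1 promoter for whole-body overexpression. Each group had 2 libraries, called replicates 1 and 2 here. The authors deposited FPKM for 37972 annotated transcripts of 31414 genes (RAP-DB, IRGSP-1.0) and log2(FPKM + 1) values quantile-normalized over the 4 libraries. At least 1 FPKM was reached by 29672 and 29947 transcripts in NT and by 29992 and 29644 in OsC3H10OX. The reference gene OsUBI1 (Os06g0681400) had 387 ± 44.9 FPKM (SD, n = 2) in NT and 409.6 ± 9.17 FPKM in OsC3H10OX, a log2 fold change of 0.15. OsC3H10 was not analysed here, so the group labels, which call it OsTZF8, were not checked with the overexpressed gene. Log2 fold changes are OsC3H10OX minus NT on the authors' log2 values, a scale that understates changes of transcripts near 1 FPKM or less. The 30449 transcripts with at least 1 FPKM in at least 2 libraries were tested with limma, and a transcript was called at a Benjamini-Hochberg (BH) adjusted p under 0.05. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333, so this test borrows its spread from all transcripts. Over transcripts, which are not independent replicates, Pearson's r was 0.971 between the NT libraries, 0.972 between the OsC3H10OX libraries and 0.931 to 0.962 across groups.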

A cutoff change of 2-fold in expression levels was used to reliably identify the genes regulated by OsC3H10 overexpression. 

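Among called transcripts with an informative annotation, a cycloartenol synthase-like transcript (Os11g0562100, chromosome 11, 20946408 to 20959689), of the enzyme family that cyclizes sterol and triterpene precursors, had 0.0852 ± 0.0356 FPKM (SD, n = 2) in NT and 43.0 ± 14.1 FPKM in OsC3H10OX (log2 fold change 5.33, adjusted p = 0.00849, limma, BH). A sesquiterpene synthase-like transcript (Os08g0167800) rose from 5.71 ± 0.171 to 80.1 ± 28.0 FPKM (SD, n = 2; log2 fold change 3.59, adjusted p = 0.0212, limma, BH). A thionin-like transcript (Os07g0432333), for a small antimicrobial peptide, rose from 1.26 ± 0.248 to 37.8 ± 2.63 FPKM (SD, n = 2; log2 fold change 4.13, adjusted p = 0.00334, limma, BH). In the other direction, an isoflavone reductase-like transcript (Os12g0263800) had 47.4 ± 1.47 FPKM (SD, n = 2) in NT and 1.41 ± 0.362 FPKM in OsC3H10OX (log2 fold change -4.33, adjusted p = 0.00456, limma, BH). A caleosin-related transcript (Os06g0254300), for a protein of lipid droplets, had 21.4 ± 2.52 FPKM (SD, n = 2) in NT and 0.0918 ± 0.0302 FPKM in OsC3H10OX (log2 fold change -4.34, adjusted p = 0.00334, limma, BH). The neighbouring peroxidase genes Os07g0677200 and Os07g0677100 were both lower, with log2 fold changes of -3.45 and -3.21. On chromosome 11, the ankyrin repeat gene Os11g0182500 was lower (-4.73) and the nearby ankyrin repeat gene Os11g0182900 higher (3.70). Over all annotations, the largest called rise was of Os07g0162450, a protein of unknown function (6.76), and the largest called fall of Os07g0448800, a non-coding transcript (-8.21). In total, limma called 197 transcripts higher and 256 lower, of which 180 and 244 changed at least 2-fold. By the 2-fold change alone, with no test, 684 transcripts of 660 genes were higher and 681 of 651 genes lower. Chromosomes 7, 11 and 12 had the highest shares of called genes among those tested (2.88%, 3.99% and 3.46%, against 0.699% to 2.08% on the others), and Os11g0562100, Os12g0263800 and both ankyrin repeat genes lie in stretches of 25 neighbouring tested genes with at least 5 called. Without NT replicate 2, limma called none, with 2488 at an unadjusted p under 0.05, while leaving out NT replicate 1, OsC3H10OX replicate 1 and OsC3H10OX replicate 2 in turn gave 110, 138 and 580 higher and 68, 159 and 449 lower.

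**Figure D1:**
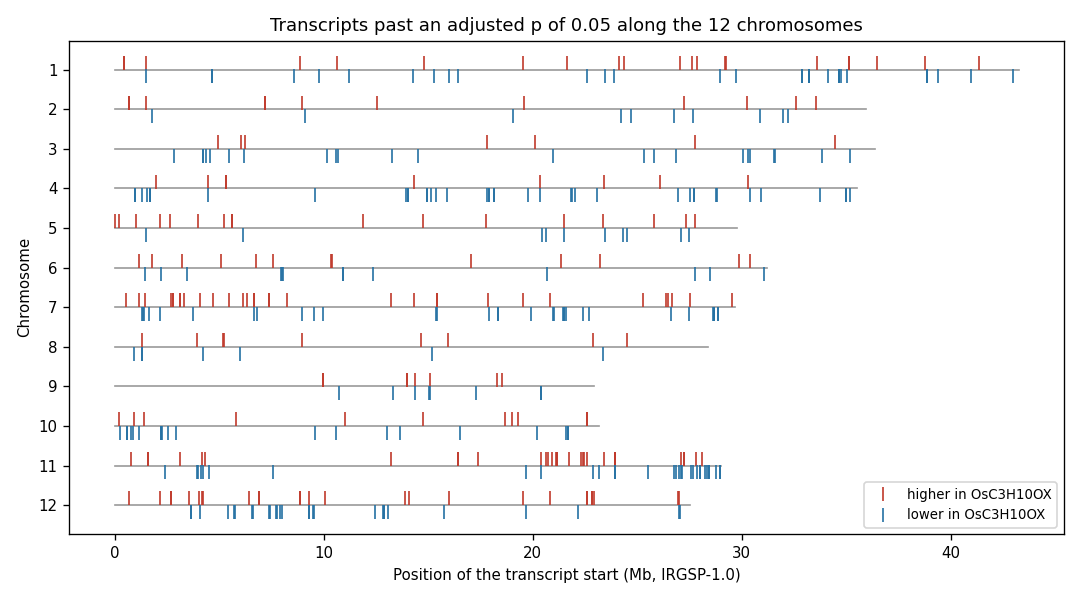
Positions of the called transcripts along the 12 chromosomes of IRGSP-1.0 in Mb. Each tick is 1 transcript with an adjusted p under 0.05 from limma, drawn above the line in red where it was higher in OsC3H10OX and below the line in blue where it was lower, and ticks are close together on chromosomes 7, 11 and 12.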

We identified 684 up- and 681 downregulated genes in the OsC3H10^OX^ transgenic plants (Table S2). Since OsC3H10 expression was strongly induced by drought treatment (Figure 1A) and its overexpressors exhibited tolerance to drought stress (Figure 3), we attempted to identify candidate genes that are coregulated by both OsC3H10 overexpression and drought stress. 

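In the OsC3H10OX and NT libraries, a protein kinase-like transcript (Os11g0691100, chromosome 11, 28120863 to 28121925) had 0.312 ± 0.0946 FPKM (SD, n = 2) in NT and 39.2 ± 2.56 FPKM in OsC3H10OX (log2 fold change 4.96, adjusted p = 0.00239, limma, BH). A protease inhibitor-like transcript (Os01g0615100) had 10.4 ± 0.823 FPKM (SD, n = 2) in NT and 115 ± 30.7 FPKM in OsC3H10OX (log2 fold change 3.37, adjusted p = 0.0165, limma, BH). A transcript for a protein of glycoside hydrolase family 18, the family of class III chitinases (Os05g0247800), had 3.33 ± 0.185 FPKM (SD, n = 2) in NT and 51.4 ± 35.3 FPKM in OsC3H10OX, and its log2 fold change of 3.45 did not pass the test (adjusted p = 0.0819, limma, BH). A CHY1-like CoA-thioester hydrolase transcript (Os12g0264500) had a log2 fold change of 3.31 (adjusted p = 0.0723, limma, BH), but -0.0595 with FPKM summed over the transcripts of the gene. These 4 transcripts belong to the 179 that the paper lists in Table S3, of which 167 could be tested and 19 (11.4%) were called higher. All 179 were at least 2-fold higher, with a median log2 fold change of 1.35. Of the 505 other transcripts that were at least 2-fold higher, 488 could be tested and 161 (33.0%) were called. In 148 of the 179, OsC3H10OX replicate 1 stood higher than replicate 2. Since the list was drawn from these same libraries, its counts are not independent evidence, and the drought libraries were not analysed here. Without NT replicate 1, NT replicate 2, OsC3H10OX replicate 1 and OsC3H10OX replicate 2 in turn, limma called 4, 0, 27 and 122 of the 179, with 98, 91, 135 and 150 higher at an unadjusted p under 0.05.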

Through comparison of the RNA sequencing profiles of OsC3H10^OX^ transgenic plants with those of NT plants subjected to drought stress for 3 days, sequentially [22] to figure out genes regulated by drought, we identified 179 candidate genes that are positively regulated by both OsC3H10 overexpression and drought stress (Table S3). Of the 681 genes downregulated in OsC3H10^OX^ transgenic plants, 89 genes were downregulated by drought stress (Table S4). 

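Among these 89 transcripts, one for an Avr9 elicitor response-like protein (Os08g0116900) had 20.6 ± 0.999 FPKM (SD, n = 2) in NT and 7.63 ± 0.191 FPKM in OsC3H10OX (log2 fold change -1.31, adjusted p = 0.0222, limma, BH). A BLE2-like transcript (Os07g0654700), similar to a brassinolide-enhanced gene, had 2.20 ± 0.313 FPKM (SD, n = 2) in NT and 0.280 ± 0.0389 FPKM in OsC3H10OX (log2 fold change -1.32, adjusted p = 0.0401, limma, BH). A phosphate starvation regulator-like transcript (Os08g0346400) had a log2 fold change of -1.32, but 0.13 with FPKM summed over the transcripts of its gene. A transcript for ribosomal protein S4 (Os02g0105900) had 79.4 and 406 FPKM in the NT libraries against 70.1 and 67.0 FPKM in OsC3H10OX (log2 fold change -1.31, adjusted p = 0.447, limma, BH). Of the 89, 76 could be tested and 27 (35.5%) were called lower, and of the 592 other transcripts at least 2-fold lower 496 could be tested and 217 (43.8%) were called. Table S4 was drawn from these same libraries, so its counts are not independent evidence. OsC3H10OX replicate 1 stood further from NT than replicate 2 in 44 of the 89. Without NT replicate 1, NT replicate 2, OsC3H10OX replicate 1 and OsC3H10OX replicate 2 in turn, limma called 3, 0, 6 and 26 of the 89, with 61, 55, 66 and 61 lower at an unadjusted p under 0.05. The paper reasons that OsC3H10 was induced by drought and its overexpressors tolerated drought, so genes changed by both overexpression and drought are candidates for its pathway, and it takes the overlaps of Tables S3 and S4 from that comparison.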

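In the RNA sequencing libraries, log2 fold changes of the 26 genes of Table 1 were 1.34 to 3.55 for the 7 LEA genes, 1.04 to 1.76 for the 8 GLP genes and 1.38 to 2.28 for the 11 PR genes. Called higher were OsLEA3, the GLP genes OsGLP12-1, OsGLP8-2, OsGLP12-2 and OsGLP8-5, and the PR genes OsPR10A, OsPR10B and OsPR1-73, which makes 8 of the 25 genes tested. Unadjusted p values were under 0.05 for 24 of the 25. The number called was 11 with FPKM summed per gene, and 6 to 8 on other scales, without the trend or with robust estimation. It fell to 1 with no filter, 3 at a filter of 5 FPKM and 0 with each transcript's own spread in place of the shared one. At 5 FPKM the called genes OsLEA3 and OsPR1-73 were no longer tested. When adjusted over the list alone, 6 LEA, 8 GLP and 10 PR genes passed, which is not independent evidence, since these genes were chosen on these libraries. With an estimated correlation between genes, camera gave p = 0.0977 for the LEA, 0.0484 for the GLP and 0.0636 for the PR genes of Table 1. At that setting camera takes its degrees of freedom from the 4 libraries and not from the genes, so small p are hardly within reach. OsC3H10OX replicate 1 exceeded replicate 2 in 20 of the 26 genes. The median gap between the OsC3H10OX libraries was 0.72 on the log2 scale, against 0.15 between the NT libraries. Over lists drawn up by words of the annotation, which leave out OsGLP12-2 and the PR genes Os03g0661600 and Os12g0437800, 1 of 21 tested LEA or dehydrin genes was called higher and none lower (7 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.10. Of 26 tested genes of the germin-like list 4 were called higher, Os03g0693700 outside Table 1 among them, and 1 lower (12 and 4 when adjusted over the list alone; median 0.49), and of 108 pathogenesis-related genes 5 higher and 3 lower (17 and 6 when adjusted over the list alone; median 0.0865). For these annotation lists camera's adjusted p was 0.182, 0.0547 and 0.0801, and with an estimated correlation 0.758 for each. Without NT replicate 1 or NT replicate 2, limma called 0 of the 26 genes, with 20 at an unadjusted p under 0.05 in each case, and it called 4 without OsC3H10OX replicate 1 and 21 without OsC3H10OX replicate 2.

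**Figure D2:**
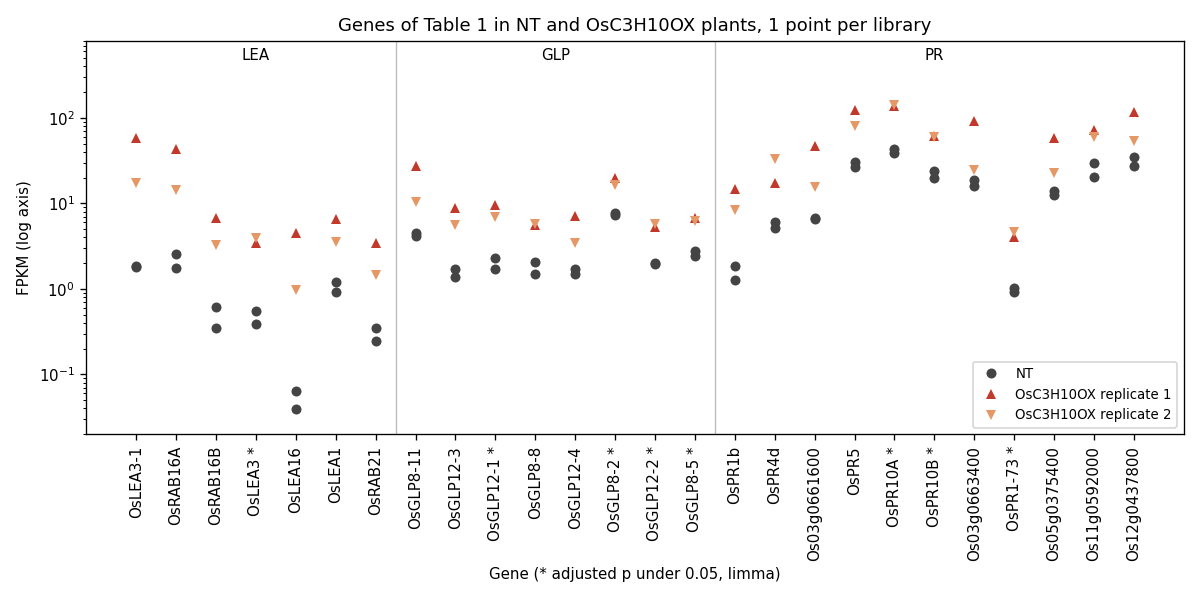
FPKM of the Table 1 genes in each NT and OsC3H10OX library (log axis), with 1 point per library. An asterisk marks the 8 genes with an adjusted p under 0.05 from limma, and OsC3H10OX replicate 1 lies above replicate 2 in 20 of the 26 genes.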

The genes upregulated by both OsC3H10 overexpression and drought stress were mainly categorized into three groups: LATE EMBRYOGENESIS ABUNDANT PROTEIN (LEA), GERMIN-LIKE PROTEIN (GLP) and PATHOGENESIS RELATED (PR) genes (Table 1). We also found that additional members of those three groups were upregulated by OsC3H10 overexpression but not by drought treatments. 

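Table 1 holds 5 GLP and 6 PR genes that are not in Table S3, and 6 of these 11 were called higher. OsPR1-73 (Os07g0127600) had 0.973 ± 0.0635 FPKM (SD, n = 2) in NT and 4.31 ± 0.380 FPKM in OsC3H10OX (log2 fold change 1.42, adjusted p = 0.0303, limma, BH). OsGLP12-1 (Os12g0154700) had 2.01 ± 0.399 FPKM (SD, n = 2) in NT and 8.20 ± 1.89 FPKM in OsC3H10OX (log2 fold change 1.61, adjusted p = 0.0463, limma, BH). OsPR10A (Os12g0555000, chromosome 12, 22580879 to 22581936), similar to the probenazole-inducible protein PBZ1, is also outside Table S3 but is marked in Table 1 as induced by drought, and had 41.2 ± 3.27 FPKM (SD, n = 2) in NT and 139 ± 1.71 FPKM in OsC3H10OX (log2 fold change 1.79, adjusted p = 0.0115, limma, BH). Log2 fold changes over the 11 genes ran from 1.04 to 2.28, and OsC3H10OX replicate 1 exceeded replicate 2 in 7 of them. Of the 15 Table 1 genes that are in Table S3, 14 could be tested and 2 were called, OsLEA3 and OsGLP8-2, with replicate 1 above replicate 2 in 13. The difference between the 6 of 11 and the 2 of 14 was not tested. OsPR10A lies in a stretch of 25 tested genes on chromosome 12 with 5 called. The calls named here, like all others, did not hold without NT replicate 2.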

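Among Table S4 transcripts annotated with regulation of transcription, an ERF-type factor (Os04g0550200, chromosome 4, 27539877 to 27540865) had 31.5 ± 0.618 FPKM (SD, n = 2) in NT and 14.0 ± 0.674 FPKM in OsC3H10OX (log2 fold change -1.10, adjusted p = 0.0269, limma, BH). An A-type response regulator (Os04g0442300), of a family that acts in cytokinin signaling, had 9.16 ± 0.126 FPKM (SD, n = 2) in NT and 3.40 ± 0.285 FPKM in OsC3H10OX (log2 fold change -1.21, adjusted p = 0.0274, limma, BH). Of the 7 transcripts of this group 5 could be tested, and these 2 were called lower. In the protein phosphorylation group, the kinase-domain genes Os11g0666200 and Os11g0681400 on chromosome 11 had log2 fold changes of -1.15 and -1.25 (adjusted p = 0.0344 and 0.0382, limma, BH). The third member, Os11g0569300, changed by -1.07 and was not called (adjusted p = 0.0552, limma, BH). In the carbohydrate group 1 of 6 was called, the xyloglucan endotransglycosylase-like Os11g0539200 with 31.6 ± 3.48 FPKM (SD, n = 2) in NT and 14.9 ± 0.872 FPKM in OsC3H10OX (log2 fold change -1.02, adjusted p = 0.0475, limma, BH). The other genes of these groups had adjusted p up to 0.505 from limma with BH adjustment. Of the 89 transcripts 52 carry no annotation term in the paper's table. All 3 kinase genes lie in stretches of chromosome 11 dense in called genes, and no call held without NT replicate 2.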

The genes downregulated in the OsC3H10^OX^ transgenic plants were involved in the regulation of transcription and protein phosphorylation as well as in carbohydrate metabolism (Table S4). We examined the expression patterns of several genes selected from the list in OsC3H10^OX^ transgenic plants by independent qRT-PCR analysis. 

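In the RNA sequencing libraries, OsLEA3-1 (Os05g0542500) had 1.84 ± 0.0401 FPKM (SD, n = 2) in NT and 37.3 ± 28.6 FPKM in OsC3H10OX, with 57.5 FPKM in replicate 1 and 17.1 in replicate 2, and did not pass the test (log2 fold change 3.55, adjusted p = 0.0930, limma, BH). OsRAB21 (Os11g0451700) had 0.299 ± 0.0753 FPKM (SD, n = 2) in NT and 2.46 ± 1.41 FPKM in OsC3H10OX (log2 fold change 1.34, adjusted p = 0.150, limma, BH). OsLEA16 (Os03g0168100) was too low to be tested, with 0.0523 ± 0.0177 FPKM (SD, n = 2) in NT and 2.75 ± 2.51 FPKM in OsC3H10OX. OsGLP8-2 (Os08g0189100) had 7.55 ± 0.291 FPKM (SD, n = 2) in NT and 18.2 ± 2.27 FPKM in OsC3H10OX (log2 fold change 1.18, adjusted p = 0.0420, limma, BH). OsGLP8-5 (Os08g0189400) had 2.62 ± 0.241 FPKM (SD, n = 2) in NT and 6.46 ± 0.320 FPKM in OsC3H10OX (log2 fold change 1.04, adjusted p = 0.0401, limma, BH), and OsGLP12-2 (Os12g0154800) had 1.98 ± 0.0378 FPKM (SD, n = 2) in NT and 5.51 ± 0.33 FPKM in OsC3H10OX (log2 fold change 1.12, adjusted p = 0.0433, limma, BH). OsPR1b (Os07g0127700), OsPR4d (Os11g0591800) and OsPR5 (Os12g0628600) had log2 fold changes of 2.28, 1.92 and 1.81 and were not called (adjusted p = 0.0563, 0.0995 and 0.0702, limma, BH). OsPR4d was higher in OsC3H10OX replicate 2 than in replicate 1 (32.9 against 17.1 FPKM). Of these 9 genes 8 could be tested and 3 were called, or 8 when adjusted over the list alone. With an estimated correlation between the genes, camera gave p = 0.0351, for a list chosen on these libraries. No call was kept without NT replicate 2.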

The analysis found their expression patterns to be similar to the expression data derived from RNA sequencing analysis (Figure 4A). We then analyzed the expression levels of these genes in the leaves and roots of NT and OsC3H10^OX^ transgenic rice plants (Figure 4B). Interestingly, the upregulation of the tested genes, except OsPR4d, was more obvious in the leaves than in the roots of the OsC3H10^OX^ transgenic plants. These results suggest that OsC3H10 modulates the expression of drought-related genes predominantly in leaves, thereby contributing to enhanced drought tolerance.

## 3. Discussion

CCCH ZF proteins are known to be involved in the regulation of growth, development and stress responses in plants. In Arabidopsis, the functions of several CCCHZF members has been characterized [7]. For example, *AtTZF1* affects ABA- and gibberellin-mediated growth and stress responses [8,25]. *AtTZF4, 5* and *6* are involved in the regulation of seed germination [9]. In rice, in contrast, *OsTZF1* is the only gene that is functionally characterized as a regulator of the stress response [10]. Thus, further characterization of *OsCCCHZFs* is crucial for understanding the molecular mechanisms governed by *TZF*s in rice. In this study, we identified *OsC3H10* as a drought-induced *TZF* gene. *OsC3H10* and *OsC3H52* are distinguished from other annotated *OsTZF*s due to the variations in their TZF motifs and their different developmental expression patterns [7]. Among nine annotated *OsCCCHZF*s, *OsC3H10* was found to show the most sensitive response to drought stress (Figure 1A, Table S1). The expression of *OsC3H10* was also induced by high salinity and ABA (Figure 1B,C), suggesting that *OsC3H10* could participate in multiple stress responses. Interestingly, *OsC3H10* was more induced in leaves than roots by the drought stress and higher in roots by the ABA treatments, respectively (Figure 1B,D). *OsC3H37* expression was similarly induced in leaves and roots by the drought stress and ABA treatments, respectively (Figure S1A,B). The *OsC3H10* promoter contains three DREs and two ABREs (Figure S1C). DREs are well-known *cis*-elements that are regulated by ABA-independent drought-induced *OsDREB2* transcription factors [26,27]. Thus, the drought-induced expression of *OsC3H10* could be regulated in an ABA-independent manner.

The functions of CCCHZF proteins are closely related to their subcellular localization [10,18]. For example, mammalian CCCHZFs are nucleocytoplasmic shuttling proteins that can localize to the nucleus and cytoplasmic speckle structures, such as processing bodies (PBs) and stress granules (SGs) [20,28]. PBs and SGs are cytosolic aggregations of messenger ribonucleoprotein complexes (mRNPs) that play crucial roles in RNA metabolism under stress conditions [19,29]. In plants, Arabidopsis AtTZF1, AtTZF4, AtTZF5, and AtC3H50 and rice OsTZF1/OsC3H35 showed localization in PBs and SGs [9,10,18]. Here, we also found that OsC3H10 is colocalized with OsDCP1-2 and OsPABP8, which are markers for PBs and SGs, respectively (Figure 2). OsC3H10 was predominantly localized in the nucleus under normal conditions and was transported into cytoplasmic foci under stress conditions. These data indicate that the expression and the subcellular localization of OsC3H10 are dynamically regulated by environmental conditions.

To determine the function of *OsC3H10* in response to drought, we investigated the performance of transgenic plants overexpressing *OsC3H10* under drought conditions (Figure 3). We compared the effects of tissue-specific overexpression of *OsC3H10* on drought tolerance by generating transgenic plants that overexpress *OsC3H10* either throughout the entire plant (*OsC3H10^OX^*) or specifically in the roots (*OsC3H10^ROX^*) (Figure 3A). The results demonstrated that the whole-body overexpression of *OsC3H10* enhanced drought tolerance in rice, but the root-specific overexpression of *OsC3H10* was insufficient to confer drought tolerance in rice (Figure 3C–F). These observations led us to speculate either that the overexpression of *OsC3H10* in shoots is sufficient to confer drought tolerance or that the overexpression of *OsC3H10* in shoots and roots additively improves drought tolerance. We found that the overexpression of *OsC3H10* in leaves is more efficient at inducing the expression of downstream genes involved in the *OsC3H10*-mediated drought tolerance pathway (Figure 4B), confirming that the overexpression of *OsC3H10* in shoots is crucial for conferring drought tolerance. These observations also suggest that overexpression of *OsC3H10* in roots is insufficient to activate the *OsC3H10*-mediated drought tolerance pathway, as most of the expression of the target genes showed no difference between NT and ROX lines in both leaves and roots (Figure S6). We found that *OsC3H10* expression was predominantly induced in leaves by drought treatments (Figure 1A). It has been reported that coregulation of the TZF protein and its interacting protein is required for stress responses [30,31]. For example, AtTZF5 interacts with the mediator of ABA-regulated Dormancy1 (MARD1) and Responsive to Dehydration 21A (RD21A), both of which are coregulated with *AtTZF5* by developmental and stress signals [31]. In addition, the phosphorylation of AtTZF9 by a mitogen-activated protein kinase is required to trigger a full PAMP-triggered immune response [14]. Further biochemical analysis (e.g., identification of interacting proteins) will provide clues to the tissue-specific regulation of *OsC3H10*-mediated drought tolerance.

The transcriptome analysis of the *OsC3H10^OX^* plants revealed the upregulation of many stress-related genes in the transgenic plants (Table 1, Table S2, Table S3 and Figure 4A). The downstream genes could be divided into three groups: LATE EMBRYOGENESIS ABUNDANT PROTEIN (LEA), PATHOGENESIS RELATED (PR) and GERMIN-LIKE PROTEIN (GLP) genes. 

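In the RNA sequencing data, OsLEA3 (Os01g0705200, chromosome 1, 29233039 to 29234256) was the LEA gene that passed the test, with 0.473 ± 0.114 FPKM (SD, n = 2) in NT and 3.69 ± 0.296 FPKM in OsC3H10OX (log2 fold change 1.66, adjusted p = 0.0243, limma, BH). The dehydrin genes OsRAB16A (Os11g0454300) and OsRAB16B (Os11g0454200) are neighbours on chromosome 11, between 15336191 and 15343671. OsRAB16A had 2.16 ± 0.600 FPKM (SD, n = 2) in NT and 28.8 ± 20.4 FPKM in OsC3H10OX, and OsRAB16B had 0.486 ± 0.191 FPKM (SD, n = 2) in NT and 5.02 ± 2.51 FPKM in OsC3H10OX. Their log2 fold changes of 3.08 and 1.95 did not pass the test (adjusted p = 0.104 and 0.0853, limma, BH). OsLEA1 (Os04g0589800) had 1.05 ± 0.193 FPKM (SD, n = 2) in NT and 5.04 ± 2.12 FPKM in OsC3H10OX (log2 fold change 1.51, adjusted p = 0.0983, limma, BH). In 6 of the 7 LEA genes OsC3H10OX replicate 1 stood above replicate 2. The NT values rest on few reads, such as 9 and 24 fragments for OsRAB16B and 12 and 26 for OsLEA3, inferred from the FPKM. Like every other called transcript, OsLEA3 was not called without NT replicate 2.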

The list included seven *LEA* genes, which are representative drought-induced genes that can enhance drought tolerance when overexpressed by acting as hydrophilins that provide water-holding capacity and subcellular matrix protection under stress conditions [32,33,34,35,36]. In addition to the upregulation of *LEA* genes, the expression of eleven *PR* genes was upregulated in *OsC3H10^OX^* plants. 

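Of the 11 genes, OsPR10B (Os12g0555200) had 22.0 ± 2.81 FPKM (SD, n = 2) in NT and 60.3 ± 1.02 FPKM in OsC3H10OX and was called (log2 fold change 1.46, adjusted p = 0.0246, limma, BH). It lies near OsPR10A, with 22580879 to 22593505 on chromosome 12 spanning both and Os12g0555100 between them. The barwin-like gene Os11g0592000 had 25.1 ± 6.55 FPKM (SD, n = 2) in NT and 65.2 ± 8.71 FPKM in OsC3H10OX (log2 fold change 1.41, adjusted p = 0.0830, limma, BH). The thaumatin-like gene Os03g0663400 had 91.0 FPKM in OsC3H10OX replicate 1 and 24.5 in replicate 2, against 17.5 ± 1.91 FPKM (SD, n = 2) in NT (log2 fold change 1.43, adjusted p = 0.348, limma, BH). The antifungal protein-like gene Os03g0661600, the beta-glucanase gene Os05g0375400 and the protease inhibitor-like gene Os12g0437800 had log2 fold changes of 1.91, 1.42 and 1.38 and were not called. None of the 5 PR genes in Table S3 was called by limma (adjusted p from 0.0830 to 0.348, BH), and of the 6 others 3 were. Each of the 5 was higher in OsC3H10OX replicate 1 than in replicate 2. Of all 11, 10 had an unadjusted p under 0.05. OsPR10B lies in a stretch of 25 tested genes with 5 called. Like every other called transcript, it was not called without NT replicate 2.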

*PR* genes are the main components of plant defense mechanisms against biotic stresses, but their functions in abiotic stress have also been reported in plants [37,38,39]. Specifically, the overexpression of Arabidopsis *PR1*, *PR2* and *PR5* in *Arabidopsis* enhances drought tolerance [37]. Similarly, the overexpression of two rice *OsPR10* family genes conferred drought tolerance in rice plants [38,40]. Moreover, a mutation in *NONEXPRESSER OF PR GENES 1* (*NPR1*), an upstream regulator of the *PR* gene, reduced drought tolerance in tomato [39]. Thus, the upregulation of *LEA* and *PR* genes by *OsC3H10* overexpression could contribute to enhanced drought tolerance. *GERMIN LIKE PROTEIN* (*GLP*) genes were also upregulated in the *OsC3H10^OX^* plants (Table 1 and Figure 4A). 

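The 8 GLP genes form 2 clusters, 4 genes within 57.0 kb on chromosome 8 (5208388 to 5265340) and 4 within 11.5 kb on chromosome 12 (2688758 to 2700272). In each cluster 2 of the 4 were called higher. On chromosome 8, OsGLP8-8 (Os08g0189700) had 1.77 ± 0.417 FPKM (SD, n = 2) in NT and 5.65 ± 0.117 FPKM in OsC3H10OX (log2 fold change 1.27, adjusted p = 0.0617, limma, BH). OsGLP8-11 (Os08g0190100) had 4.33 ± 0.235 FPKM (SD, n = 2) in NT and 18.8 ± 12.1 FPKM in OsC3H10OX (log2 fold change 1.76, adjusted p = 0.192, limma, BH), with 27.3 FPKM in replicate 1 and 10.2 in replicate 2. On chromosome 12, OsGLP12-3 (Os12g0154900) and OsGLP12-4 (Os12g0155000) had log2 fold changes of 1.67 and 1.21 and were not called (adjusted p = 0.0660 and 0.174, limma, BH). Elsewhere in the family, the germin-like gene Os03g0651800 was called lower, with 15.6 ± 0.526 FPKM (SD, n = 2) in NT and 1.28 ± 0.255 FPKM in OsC3H10OX (log2 fold change -2.87, adjusted p = 0.00914, limma, BH). Without OsC3H10OX replicate 1 the median log2 fold change of the 26 tested genes of the germin-like annotation list, which leaves out OsGLP12-2, was 0.28. The GLP calls, like all others, did not hold without NT replicate 2.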

GLP was initially identified as a marker of germination in wheat embryos [41] but has been further characterized as a glycoprotein with oxalate oxidase and superoxide dismutase activity (SOD) [42,43]. It has been proposed that *GLP*s participate in the defense response against pathogen invasions in plants by regulating ROS levels through SOD activity [44]. Although the molecular functions of *GLP*s in the drought tolerance pathway are still not fully understood, there are several lines of evidence proposing the involvement of *GLP*s in abiotic stress responses. Transcriptome analysis revealed that several *AtGLP*s and *OsGLP*s contain stress-responsive elements on their promoters, and their expression is regulated by various abiotic stresses [43,45]. In addition, the overexpression of peanut *AhGLP*s and soybean *GmGLP7* enhanced abiotic stress tolerance in Arabidopsis [46,47]. Thus, the upregulation of *OsGLP*s by the overexpression of *OsC3H10* might be involved in drought tolerance mechanisms. We cannot rule out the possibility that the upregulation of *OsGLP*s in *OsC3H10^OX^* plants is related to germination regulation in rice plants, since *OsC3H10* expression was dynamically regulated during the germination process (Figure 1E). However, as the seed germination percentage showed no difference from that of the nontransgenic line and *OsC3H10^OX^* plants seemed to germinate slightly slower than NT plants, *OsC3H10* may be related to storage functions. Further characterization of *GLP*s will be required to determine the functions of *GLP*s in the *OsC3H10*-mediated drought tolerance pathway.

In addition to *OsTZF1*, *OsC3H10, OsC3H37*, and *OsC3H50* also showed drought-induced expression patterns, indicating that several *OsTZF*s are implicated in the drought response in rice. It has been reported that *OsTZF1* regulates drought tolerance in rice by regulating the expression of stress-related genes [10]. Interestingly, there is a clear overlap between the *OsTZF1* and *OsC3H10* mediated drought tolerance pathways. The majority of stress-related genes upregulated by *OsTZF1* were also upregulated in *OsC3H10^OX^* plants (Table S5). 

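Of the 8 genes that Table S5 lists as stress related, 7 could be tested and 2 were called higher in OsC3H10OX. The oxalate oxidase-like germin gene Os03g0693700 (chromosome 3, 27779099 to 27780096) had 0.103 ± 0.0983 FPKM (SD, n = 2) in NT and 7.09 ± 3.35 FPKM in OsC3H10OX (log2 fold change 2.82, adjusted p = 0.0404, limma, BH). A transcript similar to an RIR1b precursor (Os10g0569600) had 8.69 ± 0.287 FPKM (SD, n = 2) in NT and 18.4 ± 1.45 FPKM in OsC3H10OX (log2 fold change 1.02, adjusted p = 0.0401, limma, BH). The class I small heat shock protein gene (Os03g0266300) had 18.4 ± 0.156 FPKM (SD, n = 2) in NT and 45.4 ± 31.8 FPKM in OsC3H10OX (log2 fold change 1.11, adjusted p = 0.371, limma, BH). The cinnamoyl-CoA reductase-like gene Os02g0811800 was not tested, with 0.623 FPKM in OsC3H10OX replicate 2, under both NT libraries, and 7.45 FPKM in replicate 1. In 7 of the 8, replicate 1 of OsC3H10OX was the higher one. Over the whole of Table S5, 5 of 14 tested genes were called, or 12 when adjusted over the list alone, and 3 of those 5 have no known function, such as Os06g0493100 with 42.2 ± 2.91 FPKM (SD, n = 2) in NT and 219 ± 68.8 FPKM in OsC3H10OX (log2 fold change 2.37, adjusted p = 0.0357, limma, BH). With an estimated correlation, a setting at which small p are hardly within reach, camera gave p = 0.0858, and the list was chosen on these libraries. OsTZF1 (Os05g0195200) itself had 9.85 ± 1.26 FPKM (SD, n = 2) in NT and 12.8 ± 2.60 FPKM in OsC3H10OX (log2 fold change 0.35, adjusted p = 0.375, limma, BH). These calls, like all others, did not hold without NT replicate 2.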

The list included *LEA* and *GLP* genes. In addition, three genes related to ROS production were also coregulated by *OsTZF1* and *OsC3H10* (Table S5). Moreover, several *PR* genes were also identified as downstream genes of *OsTZF1* [10]. On the other hand, no clear overlap was found in other categories regulated by *OsTZF1* and *OsC3H10* other than in the category of stress-related genes. These results suggest that *OsTZF1* and *OsC3H10* share downstream pathways that are involved in drought tolerance but may play distinct roles in other processes.

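In the RNA sequencing data of OsC3H10OX and NT, limma called 0 of these 3 genes, with 2 at an unadjusted p under 0.05. The 2OG-Fe(II) oxygenase gene Os10g0558700 had 2.57 ± 0.420 FPKM (SD, n = 2) in NT and 7.44 ± 3.55 FPKM in OsC3H10OX (log2 fold change 1.18, adjusted p = 0.199, limma, BH). The peroxidase genes Os03g0235000 and Os08g0113000 had log2 fold changes of 1.42 and 1.42 (adjusted p = 0.109 and 0.305, limma, BH). In each of the 3, OsC3H10OX replicate 1 stood above replicate 2. Os08g0113000 also differed between the NT libraries, with 24.9 and 7.92 FPKM.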

## 4. Materials and Methods

### 4.1. Plant Materials and Plasmid Construction for Rice Transformation

*Oryza sativa* cvs. Nipponbare and Ilmi were used as the plant materials in this study. The rice seeds (*Oryza sativa* cvs Nipponbare and Ilmi) were purchased from the Rice Genome Resource Center, Japan. *Oryza sativa* cv Ilmi seeds were originally obtained from the Rural Development Administration, Korea. To generate *OsC3H10*-overexpressing transgenic rice plants, the *OsC3H10* (Os01g0738400) coding sequence was amplified from rice (*Oryza sativa* cv Nipponbare) cDNA using PrimeSTAR (Takara, Japan). The amplified *OsC3H10* fragment was cloned into the *pSB11-PGD1* vector for whole-body overexpression and into the *pSB11-RCc3* vector for root-specific overexpression [48]. Transgenic rice plants were generated by the Agrobacterium-mediated cocultivation method as described previously [49]. Copy numbers of the transgenic plants were determined by TaqMan Q-PCR (Thermo Fisher) using probes specific for the *bar* gene as previously described [50] (Figure S7). The selected single-copy insertion lines were self-fertilized, and homozygous transgenic lines were selected from the T_2_ generations by examining segregation rates on MS media containing phosphinothricin (Duchefa) (*n* = 20). Four independent single-copy inserted homozygous plants were selected and propagated in a rice paddy field at Kyungpook National University, Gunwi (128:34E/36:15N), Korea, each line checked with proper vector using genomic PCR (Figure S6). Information about the primers used for plasmid construction is listed in Table S6.

### 4.2. Plant Growth and Abiotic Stress Treatments

Rice seeds (*n* = 10) (*Oryza sativa* cv Ilmi) were planted on Murashige–Skoog (MS) solid medium and incubated in the dark for 3 days at 28 °C. After germinating at 28 °C, seedlings were transplanted into soil pots (4 × 4 × 6 cm; two plants per pot) and grown for two weeks in a green house, set with long day conditions (16h light, 8h dark). For the abiotic stress treatments, the soil was removed from the roots of all 10 seedlings with its order randomized to minimize biases. Drought stress was induced by air-drying the seedlings; the salinity stress and ABA treatments were imposed by incubating the seedlings in water containing 400 mM NaCl (Sigma, USA) or 100 μM ABA (Duchefa, Netherlands), respectively, at 28 °C. Low-temperature stress was induced by incubating the seedlings in a 4 °C incubator. The seedlings were harvested at the indicated time points after the abiotic stress treatments and were immediately frozen in liquid nitrogen for RNA extraction.

### 4.3. Evaluation of Drought Tolerance in Rice Plants

*OsC3H10^OX^* and *OsC3H10^ROX^* transgenic and NT control plants (*Oryza sativa* cv. Nakdong for *OsC3H10^OX^*; *Oryza sativa* cv. Ilmi for *OsC3H10^ROX^*) were germinated on MS media at 28 °C for 3 days. Thirty plants from each line were transplanted into ten soil pots (4 × 4 × 6 cm; three plants per pot) within a container (59 × 38.5 × 15 cm) and grown for two months in a greenhouse at 28–30 °C. Drought stress was imposed by removing the pots from the container for the indicated periods and rewatering for 5 days [51]. Drought-induced symptoms were visualized using a NEX-5N camera (Sony, Japan), and the soil moisture was measured using a SM150 soil moisture sensor with five repeats of each line in a random spot of each pot (Delta T Devices, UK) at the indicated time points.

### 4.4. JIP Analysis

To measure the chlorophyll a fluorescence and the performance index, 3 of the 3-week-old plants were moved from small pots to large pots and grown until they were 2 months old. The longest leaves from each plant at their apex, middle and base regions were analyzed using a Handy-PEA fluorimeter (Hansatech Instrument, UK). After dark-adaption of the plant for at least 1 h to provide a sufficient opening time for the RCs to be fully oxidized, twenty readings per line were averaged using Handy-PEA software (version 1.31). Chlorophyll a fluorescence (Fv/Fm) and the performance index were calculated according to the equations of the JIP test [52]. The performance index was normalized to the NT value before drought. Each line was analyzed every day, with 20 reads in randomly chosen different leaves of each line. Each measurement continued for 8 days for OsC3H10^OX^ and 6 days for OsC3H10^ROX^.

### 4.5. Quantitative Real-Time PCR Analysis

The total RNA was extracted from rice plants harvested at the indicated time points using TRIzol reagent (Invitrogen, USA) according to the manufacturer’s instructions. To generate first-strand complementary DNA (cDNA), 1 μg of total RNA was reverse-transcribed using first-strand cDNA RevertAid M-MuLV reverse transcriptase (Thermo Scientific, USA). Quantitative real-time PCR (qRT-PCR) was performed with 2X Real-Time PCR smart mix (SolGent, Korea) and 20X EvaGreen (SolGent, Korea). The PCRs were performed by initial denaturation at 95 °C for 10 min, followed by forty cycles of 95 °C for 20 s, 60 °C for 20 s and 72 °C for 30 s using a Mx300p real-time PCR system (Stratagene, USA) and Mx3000p software v2.02 (Stratagene, La Jolla, CA). Rice *UBIQUITIN1* (Os06g0681400) was used as an internal control for normalization. Each sample was triplicated and averaged. After PCR, data were comparatively quantified and calibrated using Mx3000p software v2.02 (Stratagene, La Jolla, CA). Each gene expression used the 2^−ΔΔCT^ method of Livak and Schmittgen (2001) [44], based on the threshold cycle (CT) which is the cycle of the fluorescence level when it reaches a certain amount (the threshold). A housekeeping gene, in this paper ubiquitin, which is expressed similarly in all the tissue, is used as a reference gene to normalize as a guideline to prevent differences in expression levels due to the quantity of DNA/RNA and to reduce variation caused by PCR processes. By deleting the CT value of ubiquitin of each sample from the CT value of C3H10 gene (ΔCT), the exact Ct value of each sample remains to be compared. The ΔCT value of 10 day leaf was highest among other tissues indicating its expression level is the lowest, which was the reason for considering its level of expression to be 1 to compare the pattern of different tissues. The differences between the CT value of 10-day leaf and other CT values of other tissues (Δ ΔCT) were converted to 2−Δ ΔCT value to see the exact difference in expression levels. Each condition was done with two biological repeats using the same cDNA. Information about the primers used for qRT-PCR analysis is listed in Table S6.

### 4.6. Rice Protoplast Isolation and Transient Gene Expression

Rice seedlings (*Oryza sativa* cv. Ilmi), 20 seedlings planted in 10 different plates, were grown in the dark for 10 days and transferred to light conditions for 10 h. Rice protoplast preparation and transient gene expression were performed as described previously [51]. For transient expression of *OsC3H10-GFP* in rice protoplasts, the *OsC3H10* coding sequence translationally fused with GFP (OsC3H10-GFP) was inserted into the *pHBT* vector carrying the 35S promoter [51,52,53,54]. Similarly, coding sequences of *OsDCP1-2* and *OsPABP8* were translationally fused with red fluorescent protein (RFP) and inserted into the *pHBT* vector. Information about the primers used for plasmid construction is listed in Table S6. The constructs were transformed into protoplasts using polyethylene glycol (PEG)-mediated transformation [55,56]. The transformed protoplasts were treated with heat stress by incubation at 42 °C for 3 h. The subcellular localization of OsC3H10 was monitored by using a Leica SP8 stimulated emission depletion (STED) laser scanning confocal microscope (Leica, Germany).

### 4.7. RNA Sequencing Analysis

The total RNA was extracted from whole *OsC3H10^OX^* (T_4_ generation, line number #20) and nontransgenic (NT cv. Nakdong) plants using an RNeasy plant mini kit (Qiagen, Germany) according to the manufacturer’s instructions. cDNA library preparation and RNA sequencing analysis were performed as previously described [51]. cDNA libraries were prepared from the total RNA using the TruSeq RNA sample prep kit (v2) (Macrogen, Korea). Two biological replicates were analyzed by RNA sequencing analysis. Single-end sequences were obtained using IRGSP (v 1.0), and raw sequence reads were trimmed to remove adaptor sequences; sequences with a quality lower than Q20 were removed using Trimmomatic 0.32 software [53]. To map the reads to the reference genome, all reads were assembled with annotated genes from the Rap-DB database (http://rapdb.dna.affrc.go.jp; IRGSP (v 1.0)) using TopHat software (https://ccb.jhu.edu/software/tophat/index.shtml). After mapping the reads to a reference genome, differentially expressed genes (DEGs) were selected using two conditions: a cut-off change of at least 2-fold between the NT and transgenic lines and an independent T-test *p*-value < 0.05. The selected DEGs were grouped by hierarchical clustering analysis (complete linkage). The data set can be obtained from the GEO database with series accession number GSE135940 (http://www.ncbi.nlm.nih.gov/geo/).

## 5. Conclusions

In this study, we suggested that *OsC3H10* controls drought tolerance by modulating the expression of stress-related genes involved in multiple drought-tolerant pathways. The genes include *LATE EMBRYOGENESIS ABUNDANT PROTEINs* (*LEAs*), *PATHOGENESIS RELATED GENEs* (*PRs*) and *GERMIN-LIKE PROTEINs* (*GLPs*), all of which have been well characterized as important genes mediating drought tolerance responses in plants. We also found that the root-specific overexpression of *OsC3H10* is insufficient to induce drought tolerance, while the overexpression of *OsC3H10* throughout the entire plant improves drought tolerance in plants. Moreover, the overexpression of *OsC3H10* in leaves is more efficient than that in the roots in inducing the expression of downstream genes involved in the *OsC3H10*-mediated drought tolerance pathway. All the results indicated that the *OsC3H10* gene plays an important role in the regulation of genes involved in drought tolerance in rice.

## Figures and Tables

**Figure 1:**
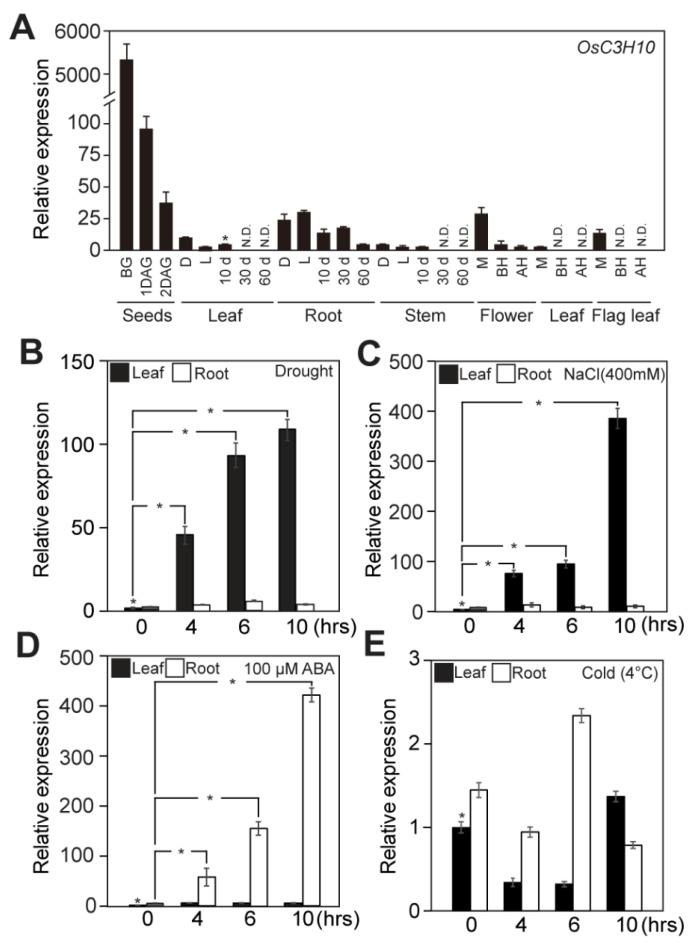
Expression patterns of *OsC3H10* in response to abiotic stress. (**A**) Expression patterns of *OsC3H10* in rice tissues at different developmental stages (*Oryza sativa*. L. Japonica cv. Ilmi). BG, Before Germination; DAG, Day After Germination; d, day; D, Dark; L, Light; M, Meiosis; BH, Before heading; AH, After heading; N.D., Not Determined. (**B–E**) The relative expression patterns of *OsC3H10* in response to four different abiotic stresses. Two-week-old rice seedlings (*Oryza sativa*. L. Japonica cv. Ilmi) were exposed to air-drying (drought) (**B**), 400 mM NaCl (high salinity) (**C**), 100 μM abscisic acid (ABA) (**D**), and 4 °C (**E**) (low temperature) conditions. Leaves and roots of rice plants were harvested at the indicated time points after treatment for gene expression analysis. Rice *UBIQUITIN1* (*OsUBI1*) was used as an internal control for normalization, and 10-d-old leaves were used as positive controls (marked by asterisks). Data represent the mean value ± standard deviation (SD) (*n* = 3). Significant differences from the nontreated control are indicated by asterisks (Student’s *t*-test, * *p* < 0.05).

**Figure 2:**
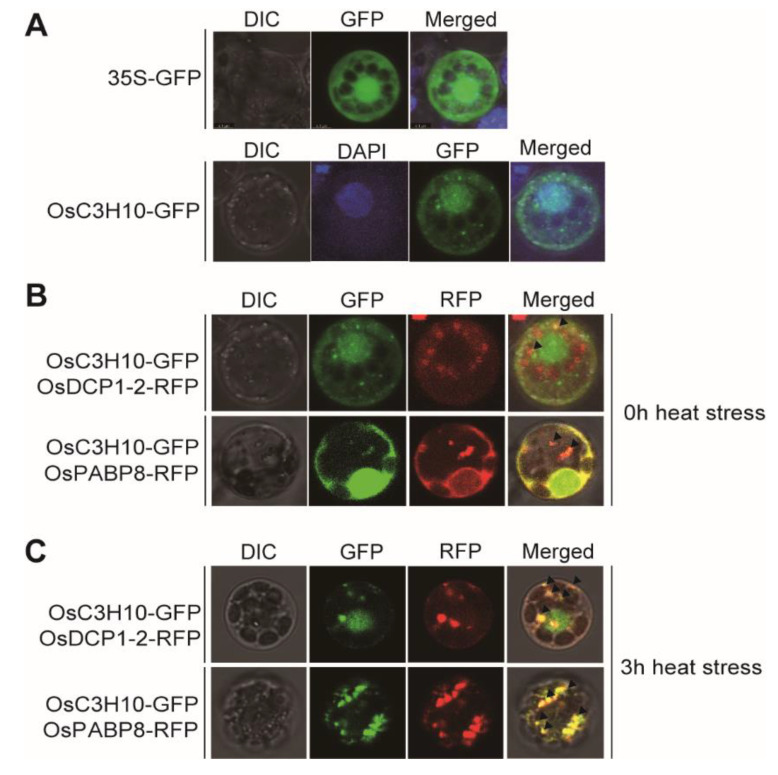
Subcellular localization of OsC3H10 in rice protoplasts. (**A**) Protoplasts were transiently transfected with the *OsC3H10-GFP* expression construct. Transfected protoplasts were stained with DAPI to visualize nuclei. (**B**) The *OsC3H10-GFP* expression construct was cotransformed with *OsDCP1-2-RFP* or *OsPABP8-RFP* into rice protoplasts. (**C**) The transformed protoplasts were incubated at 42 °C for 3 h. The fluorescence of GFP, RFP, DAPI, and chloroplasts was observed in transformed protoplasts using a confocal microscope. Scale bar= 10 μm.

**Figure 3:**
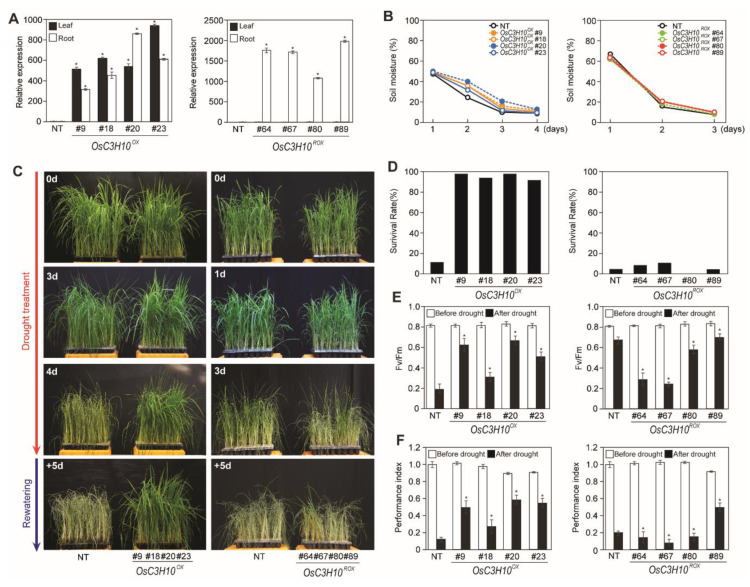
*OsC3H10* overexpression in rice enhances drought tolerance. (**A**) Relative expression levels of *OsC3H10* in nontransgenic (NT) and four independent homozygous T_4_ lines of *PGD1::OsC3H10* (*OsC3H10^OX^*) and *RCc3::OsC3H10* (*OsC3H10^ROX^*) plants. Total RNA extracted from two-week-old rice seedlings was used for qRT-PCR analysis. *OsUbi1* was used as an internal control for normalization. Data represent the mean value ± SD (*n* = 3). (**B**) Measurements of soil moisture content. Data represent the mean value ± SD of thirty measurements performed at different positions in the soil in pots. (**C**) The visual phenotype of the transgenic rice plants during drought treatment. Two-month-old NT plants and transgenic plants from four independent homozygous T_4_ lines of *OsC3H10^OX^* and *OsC3H10^ROX^* were exposed to drought stress for three to four days, followed by rewatering. Numbers on the image indicate the duration of the drought treatment and rewatering. (**D**) The survival rate of the transgenic plants measured 5 days after rewatering. Data represent the mean value ± SD (*n* = 30). (**E**,**F**) Fv/Fm and performance index values of plants under drought conditions. Two-month-old NT plants and transgenic plants from four independent homozygous T_4_ lines of *OsC3H10^OX^* and *OsC3H10^ROX^* were exposed to drought stress for 7 to 9 days (Figure S3). Chlorophyll fluorescence was measured in the dark at the indicated time points after drought treatments using a Handy-plant efficiency analyzer (PEA) fluorometer. Data represent the mean value ± SD (*n* = 30). Significant differences from the NT control are indicated by asterisks (Student’s *t*-test, ^*^p <0.05).

**Figure 4:**
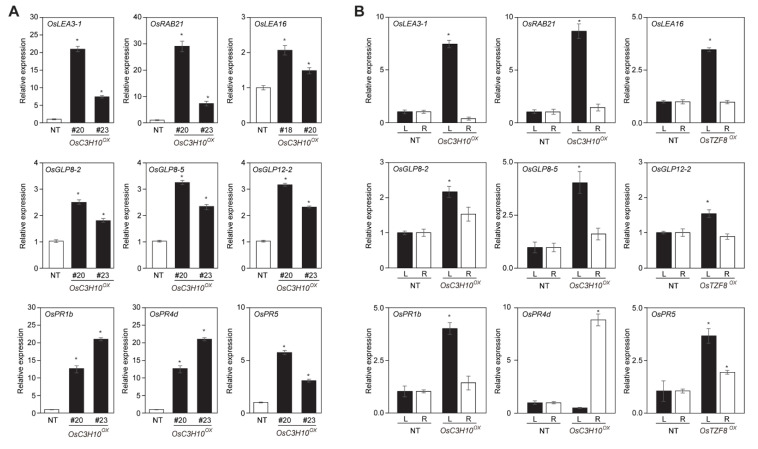
Validation of *OsC3H10*-mediated drought regulatory genes. (**A**) Three-week-old nontransgenic (NT) control and *PGD1::OsC3H10* (*OsC3H10^OX^*) transgenic plants were used for gene expression analysis. (**B**) Leaves and roots of three-week-old nontransgenic (NT) control and *PGD1::OsC3H10* (*OsC3H10^OX^*) transgenic plants were separately harvested for RNA extraction. Rice *UBIQUITIN1* (*OsUBI1*) was used as an internal control for normalization. Data represent the mean value ± standard deviation (SD) (*n* = 3). Significant differences from the nontreated control are indicated by asterisks (Student’s *t*-test, ^*^p < 0.05).

**Table 1:** List of genes upregulated (> 2-fold) in *OsC3H10^OX^* transgenic rice in comparison with their expression in nontransgenic plants.

Gene	Description ^a^	Drought_2d ^b^
**LEAs**		
Os05g0542500	OsLEA3-1	Up ^c^
Os11g0454300	OsRAB16A	Up
Os11g0454200	OsRAB16B	Up
Os01g0705200	OsLEA3	Up
Os03g0168100	OsLEA16	Up
Os04g0589800	OsLEA1	Up
Os11g0451700	OsRAB21	Up
**GLPs**		
Os08g0190100	OsGLP8-11	Up
Os12g0154900	OsGLP12-3	ND ^e^
Os12g0154700	OsGLP12-1	ND
Os08g0189700	OSGLP8-8	Up
Os12g0155000	OsGLP12-4	ND
Os08g0189100	OsGLP8-2	Up
Os12g0154800	OsGLP12-2	ND
Os08g0189400	OsGLP8-5	ND
**PRs**		
Os07g0127700	OsPR1b	ND
Os11g0591800	OsPR4d	ND
Os03g0661600	Pathogenesis-related protein class 5 gene	Up
Os12g0628600	OsPR5	Down
Os12g0555000	OsPR10A	Up
Os12g0555200	OsPR10B	DOWN
Os03g0663400	Similar to Thaumatin-like protein	Up
Os07g0127600	OsPR1-73	ND
Os05g0375400	Beta-glucanase precursor.	Up
Os11g0592000	Similar to Barwin.	Up
Os12g0437800	Similar to MPI.	Up

^a^ Functional description of genes based on RAP-DB; ^b^ Drought response of genes determined based on RNA sequencing analysis of rice plants treated with drought for 2 days [22]; ^c^ Upregulated by drought; ^d^ Downregulated by drought; ^e^ Not determined; ^f^ Not changed.

## Data Availability

RNA sequencing data that support the findings of this study have been deposited in the GEO database with accession number GSE135940 (http://www.ncbi.nlm.nih.gov/geo/). The other datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/10/1298/s1, Figure S1: Expression patterns of *OsTZF*s in response to drought and ABA. A-B Two-week-old rice seedlings (Oryza sativa L. Japonica cv. Ilmi) were exposed to drought (A) and 100µM abscisic acid(ABA) (B). Leaves and roots of rice plants were harvested at the indicated time points after the treatments for gene expression analysis. Data represent the mean value ± standard deviation (SD) (*n* = 3). (C) Promoter analysis of Os*CCCHZF*s for DRE and ABRE *cis*-elements. Figure S2: Germination rates of NT and overexpression lines. Oryza sativa cv Nakdong and Ilmi were used as the plant material. Rice seeds (*n* = 100) were planted on a Murashige-Skoog (MS) solid medium and incubated in the dark for 4 days at 28℃. The seed was considered germinated if both cotyledon and root tissue had developed. No dramatic differences in germination, only the time interval, between the NT was observed. Figure S3: 2-month-old NT and *OsC3H10* overexpressing rice plants under drought condition. Drought stress was induced in 2-month old NT and OsC3H10 OX lines (A). 1 plant per pot for 8 days and ROX lines, (B) 3 plants per pot for 9 days. Chlorophyll a fluorescence (Fv/Fm) and the performance index were measured once in two days (*n* = 20). Figure S4: Agronomic traits of PGD1:OsC3H10 and RCc3:OsC3H10 plants grown in the field under drought conditions. Each spider plots are the agronomic traits of four independent homozygous T4 lines of PGD1: OsC3H10, T3 lines of RCc3: OsC3H10 plants and corresponding NT controls under drought conditions. Each data point represents the percentage of the mean value (*n* = 10). The mean measurements from the NT controls were assigned a 100% reference value. CL, Culm length; PL, Panicle Length; NP, Number of penicles per hill; Number of Filled Seeds; TNS, Total Number of Spikelets; TSW, Total Seed Weight; FR, Filling Rate; 1000 SW, 1000 Seed Weight. Figure S5: Germination assay of OsC3H10 OX lines and ROX lines under NaCl and ABA treatment. A. The upper panel is the growth size comparative pictures of NT with OsC3H10 OX line and ROX lines grown under 0mM, 100mM, 200mM NaCl treated media for 7 days and lower panel is shoot and root lengths of plants in average (*n* < 50). B. The upper panel is the growth size comparative picture of NT with OsC3H10 OX lines and ROX lines grown under 0µM, 5µM, 10µM ABA treated media for 7 days and lower panel shoot and root lengths of plants in average(*n* < 50). Figure S6: Target validation in the leaves and roots of the ROX line. Two-week-old nontransgenic (NT) control and RCc3:OsC3H10 (OsC3H10^ROX^) transgenic plants were used for target validation. Rice *UBIQUITIN 1(OsUbi1)* was used as an internal control for normalization. Significant differences from the nontreated control are indicated by asterisks (**p* < 0.05). Figure S7: TaqMan PCR results for transgenic lines. Copy number of (A) *OsC3H10^OX^* and (B) *OsC3H10^ROX^* transgenic lines were determined using Taqman PCR by bar probes and genomic DNA of single-copy known homozygotes and hemizygotes as positive controls. Figure S8: Genomic PCR of NT and OsC3H10 transgenic lines. 3 different set of primers were used for molecular confirmation of vectors inserted in each transgenic line. NT was used as negative control to confirm that no sequencial similarity exist in NT. Table S1. indicates expression levels of other members of the OsTZF family after drought stress treatments which was obtained from previous RNA sequencing data [22], presented in Log_2_ ratio normalized by 0 day expression level. Table S2. is a list of genes regulated by *OsC3H10* overexpression. Table S3. is a list of genes upregulated by both *OsC3H10* overexpression and drought stress. Table S4. is a list of genes downregulated by both *OsC3H10* overexpression and drought stress. Table S5. is a list of genes upregulated by both *OsTZF1* and *OsC3H10* overexpression. Table S6 contains information on primers used in this study.

## Abbreviations

TZF	Tandem CCCH zinc finger
ABA	Abscisic acid
DRE	Dehydration-responsive element
ABRE	ABA-responsive element
DAPI	4′,6-diamidino-2-phenylindole
DIC	Differential Interference Contrast
PB	Processing body
SG	Stress granule
DCP1	Decapping 1
PABP8	Poly(A) binding protein 8
NT	Nontransgenic
LEA	Late embryogenesis abundant protein
GLP	Germin-like protein
PR	Pathogenesis related
MPI	Maize protease inhibitor
RAP-DB	Rice annotation project-database

How the deposited data were processed for this re-analysis (not part of the article)

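Whole 3-week-old plants of NT and of OsC3H10OX line 20 were sequenced with 2 libraries per group. The authors trimmed the reads with Trimmomatic 0.32, mapped them to IRGSP-1.0 with the RAP-DB annotation using TopHat and deposited FPKM for each annotated transcript and library. The tool that estimated FPKM is not named in the paper's text. The authors also deposited log2 values, which on testing were log2(FPKM + 1) quantile-normalized over the 4 libraries. Their correlation with log2(FPKM + 1) rounds to 1.00, and the sorted values of the libraries differ by at most 0.00178. The deposited score per transcript is a signed fold change, equal to 2 to the power of the difference of group means of the log2 values and negative where OsC3H10OX was lower. The deposited p-value of each transcript matched an unequal-variance comparison of the log2 values for 100% of transcripts (tolerance 1e-04), and the authors deposited its BH adjustment as well. Sample labels gave the groups and replicate numbers. The descriptions of the NT samples hold the cultivar name and what reads as a year, and those of OsC3H10OX hold neither. The paper's text does not state whether the groups were grown or sequenced together, so a batch difference could not be told apart from the genotype. The replicate numbers do not pair the samples, and the deviations of replicate 1 from the group means had a correlation of -0.0258 over transcripts.

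From the deposited log2 values, log2 fold changes were computed as OsC3H10OX minus NT and tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend, prior degrees of freedom 2.37, BH adjustment). The test covered 30449 transcripts of 25899 genes with at least 1 FPKM in at least 2 libraries, and a transcript was called at an adjusted p under 0.05. Counts at 2-fold cover all 37972 listed transcripts. On-off transcripts had at least 5 FPKM in both libraries of a group and under 0.5 FPKM in both of the other. No count model was used, since the values are not counts. Clustering of called genes along chromosomes was tested with 10000 permutations of the calls over 25882 genes in chromosomal order, with the transcript of highest mean FPKM for each gene.

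Tests, lists and alternatives were set before the data were examined, apart from those named as later choices. The 31 gene lists comprise 6 from the paper (Table 1 LEA, GLP and PR genes, Table S5, the CCCH genes of Table S1 and the Fig. 4A genes) and 25 from annotation words or known genes, which were tested together with camera at a preset correlation of 0.01 and at an estimated correlation. At the estimated correlation camera takes its degrees of freedom from the libraries and not from the genes, so small p are hardly within reach. The words of the thionin list were corrected after the values were seen, because they also matched methionine enzymes. Genes were named by a rule: those of Table 1, Table S1, Table S5 and Fig. 4, the reference gene, the 10 largest rises and 10 largest falls among called transcripts with an informative annotation and non-overlapping groups, the 3 largest of any annotation, the 5 largest of Tables S3 and S4, and up to 4 genes with the smallest p of each list. The values in the paper's Table S2 had been seen when this rule was written. Genes of Table S4 by annotation term, and Os11g0615600, Os11g0615750 and Os01g0348900, were named after their values were seen. Gene names come from the annotation in the authors' table and from the paper, and 1 identifier matched the reference list of gene symbols, which was not used further.

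The alternatives were log2(FPKM + 1) with no normalization, log2(FPKM + 0.1), quantile normalization computed again, no filter, a filter of 5 FPKM, FPKM summed per gene, limma without the trend, limma with robust estimation, each transcript's own spread, a block for the replicate number, each library left out in turn, and other thresholds for on-off transcripts. With a library left out, the lone library of its group was assumed to vary like the other group.

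The deposited table holds no read numbers. Low FPKM values of genes with 1 transcript lie on even steps, and the step gives the depth: 1 FPKM stands for 36.6 and 56.4 fragments per kilobase in NT replicates 1 and 2, and for 40.6 and 37.4 in OsC3H10OX replicates 1 and 2. With these depths 93.9%, 93.1%, 92.1% and 92.6% of 1090, 656, 907 and 1061 low values were whole numbers of fragments within 0.05. The tolerance and the range of length corrections of this search were adjusted while looking at the result. For a transcript of 1500 nt, 1 fragment is 0.0206, 0.0134, 0.0186 and 0.0201 FPKM.

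The calling step was tested on simulated data for OsC3H10OX against NT, with 30449 transcripts of which 200 were changed. With spreads drawn from the fitted prior, 8%, 78%, 90% and 94% of transcripts changed by 1, 2, 3 and 4 on the log2 scale were recovered, and 5 of 140 calls (3.57%) were of unchanged transcripts. An earlier version, in which each transcript kept its moderated spread, recovered 58%, 96%, 98% and 100%, but 28 of 204 calls (13.7%) were of unchanged transcripts, above the nominal share. With nothing changed, limma made 0 calls in both versions. How far the real calls hold false ones therefore depends on which spread is the better model, and this was not settled. It also depends on how many transcripts changed. The simulation changed 200 and drew transcripts independently, while 5391 tested transcripts had an unadjusted p under 0.05 in the data (limma). The simulated shares therefore do not carry over directly.

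Left out were the qRT-PCR, protoplast and phenotype experiments. The drought series was not analysed here, and its columns in Tables S3 and S4 were used only to check those tables. OsC3H10 and OsC3H52 were not analysed here.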

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

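The tests in windows of 25 genes, that without overlapping gene models, those on OsC3H10OX replicate 1 and that on clock genes were chosen only after the result was seen.

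Transcripts near absence in NT were abundant in OsC3H10OX. In all, 24 transcripts had at least 5 FPKM in both OsC3H10OX libraries and under 0.5 FPKM in both NT libraries, none of which the text or Table 1 of the paper discusses. Mean OsC3H10OX FPKM was 43.0 for Os11t0562100-02 (cycloartenol synthase-like), 33.0 for Os11t0588600-01 (NB-ARC domain), 39.2 for Os11t0691100-00 (protein kinase-like, listed in Table S3), 27.9 for Os07t0153150-01 (conserved hypothetical) and 33.4 for Os01t0672600-01 (non-coding). In the other direction 17 transcripts were near absence in OsC3H10OX, and limma called 23 of the 24 and 17 of the 17. For 40 of these 41 transcripts the 2 libraries of the higher group lay within 2-fold of each other, and 26 of the 41 lie on chromosomes 7, 11 and 12. With FPKM summed per gene the counts were 18 and 14. Without NT replicate 1 the counts were 71 and 87, without OsC3H10OX replicate 1 27 and 27, and without OsC3H10OX replicate 2 37 and 22. Every library must meet the rule, so leaving a library out cannot lower these counts and is no check of them.

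Called genes lay beside each other on the chromosomes: 46 neighbouring pairs were called in the same direction, where permutations gave 3.18 on average and 12 at most (p = 1e-04, the smallest that 10000 permutations can give), and the share called differed over the 12 chromosomes (p = 1e-04 from simulation, also the smallest), with 3.38% on chromosomes 7, 11 and 12, picked because their shares were highest, and 1.16% elsewhere. Overlapping gene models and neighbouring copies with the same annotation do not account for it. After such pairs were left out 26 remained, above the permutations' highest of 10. Gene copies annotated in different words were not left out and sequences were not compared, so reads shared between such copies stay possible. Chromosome segments that differ between the OsC3H10OX line and the NT stock may contribute (the paper names Nakdong as the cultivar of NT and, for the drought treatment, of OsC3H10OX, but Nipponbare and Ilmi as its plant materials), but the odds ratio of on-off among called genes inside dense windows was 1.86 in windows of 25 genes (exact 95% interval 0.644 to 4.72) and 0 in windows of 1 Mb (0 to 5.85), so this cannot be told apart from other explanations. A response of whole blocks in 1 direction stays open as well, since 20% of 10 dense windows of 25 genes (exact 95% interval 2.52% to 55.6%) and 100% of the single dense window of 1 Mb (2.5% to 100%) held at least 2 genes called each way. Windows of 1 Mb were set first and their values met the bounds written against both explanations, but they rest on 1 window with 9 called genes, so windows of 25 genes, and the demand that the whole interval lie beyond the bound, were added after that.

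Of the 179 drought-induced transcripts of Table S3, 82.7% stood higher in OsC3H10OX replicate 1 than in replicate 2, against 62.2% of the other transcripts at least 2-fold higher. The odds ratio of 2.90 means that Table S3 leaned further to replicate 1 than the other transcripts did (Fisher's exact test, 2-sided, p = 2.58e-07, over transcripts, which are not independent). A general shift of replicate 1 as a part of the gap is not excluded. Pearson's r with NT replicates 1 and 2 was 0.949 and 0.931 for OsC3H10OX replicate 1, against 0.962 and 0.942 for OsC3H10OX replicate 2. The median gap of 0.83 over Table S3 lay at percentile 100 of random lists matched on expression, whose highest was 0.0809. Expression level alone thus gave no such gap in unselected transcripts. Unlike Table S3, the random lists were not selected for a rise in these libraries, so an effect of the authors' normalization is not excluded. A stress state that differed between the 2 OsC3H10OX samples may underlie the gap: 162 stress-annotated genes outside Table S2 had a median gap of 0.0215, at percentile 91.5 of random lists, between the bounds set for and against it, so it cannot be told apart from a response to OsC3H10 that varied between plants, which was not tested. That set leaves out transcripts at least 2-fold changed. Over all tested members, Table S3 included, the median gap was 0.46 for the protease inhibitor (percentile 100 of random lists) and 0.46 for the thionin list (99.9). It was 0.0603 for the pathogenesis-related (99.4) and 0.0480 for the heat shock protein list (95.1). Other lists lay as high: germin-like (0.36, 100), peroxidase (0.19, 100), ABA and drought regulators (0.19, 99.4), histone (0.17, 100), seed reserve and glyoxylate (0.19, 100), lignin and cell wall (0.0555, 99.1) and root markers (0.22, 98.9). At the low end were photosystem and light harvesting (-0.16, 0.1), glutathione S-transferase (-0.14, 0.3), terpenoid synthesis (-0.13, 1.6) and circadian clock (-0.17, 4.4).

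Genes described as DREB1-type factors, which bind dehydration-responsive elements, were lower in OsC3H10OX: Os09g0522000 (DREB1B-like, 61.1 ± 2.87 FPKM (SD, n = 2) in NT and 5.32 ± 2.14 FPKM in OsC3H10OX, log2 fold change -3.31) and Os06g0127100 (DREB1C, 6.84 ± 2.75 FPKM (SD, n = 2) in NT and 0.502 ± 0.120 FPKM in OsC3H10OX, -2.35) were called by limma (adjusted p = 0.0212 and 0.0453, BH), and Os09g0522200 (DREB1A, -1.55, adjusted p = 0.0651) was not. Neither call held without NT replicate 2, which is true of every called transcript. A different time of day at harvest could act on such genes, and of the 10 clock genes limma called 0, with 2 at an unadjusted p under 0.05, while 2 had group means that differed 1.5-fold or more, so time of day at harvest stays open. The bound against it was first set at 2 and then at none after this value was seen. An effect of OsC3H10 on these genes stays open as well, and was not tested apart from the group.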

How the results depend on the processing

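The settings that left out dense windows or overlapping gene models were chosen only after the result was seen. All 453 calls kept their direction under every setting compared per transcript (all but FPKM summed per gene). The settings that change only the filter, the spread or the block reuse the same log2 fold changes, so direction could not change there. With a library left out, groups that do not overlap cannot reverse either. The kept direction is therefore a check mainly for the other scales of the values. The counts of transcripts at least 2-fold, 684 and 681, moved by over 1.5 times under 2 settings: 1490 and 1430 with log2(FPKM + 0.1), and 441 and 366 at a filter of 5 FPKM. Counts of called transcripts (197 higher, 256 lower by limma) were 58 and 68 with no filter, 124 and 163 at 5 FPKM, and 1 and 2 with each transcript's own spread (4049 at an unadjusted p under 0.05). Leaving out 1 library gave 0 to 580 higher and 0 to 449 lower, with 0 of each without NT replicate 2 (2488 at an unadjusted p under 0.05) and the most without OsC3H10OX replicate 2, so the number of calls rests on single libraries. Of 453 calls, 64, 0, 202 and 361 were shared without NT replicate 1, NT replicate 2, OsC3H10OX replicate 1 and OsC3H10OX replicate 2. At 2-fold with an unadjusted p under 0.05 (418 and 447), log2(FPKM + 0.1) gave 861 and 872, the 5 FPKM filter gave 272 higher, and leaving out libraries gave 372 to 815 and 413 to 762.

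With the replicate number as a block, 17 were called higher and 8 lower, 0 of Table 1, 1 of Table S3, 0 of Table S4 and 0 of the LEA, germin-like and pathogenesis-related lists (4487 at an unadjusted p under 0.05), and camera's adjusted p for germin-like genes was 0.0381. That camera value is at the preset correlation, and with an estimated correlation and no block it was 0.758. The replicate numbers do not pair the samples, so the block is an arbitrary pairing that uses up a degree of freedom. The smaller number of calls with it is therefore no sign of a replicate or batch effect.

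Of Table 1 genes (8 called), 1 was called with no filter, 3 at 5 FPKM, 0 with each transcript's own spread and 0 to 21 with a library left out. Table S3 (19) gave 4, 11, 0 and 0 to 122, and 29 with FPKM summed per gene, and Table S4 (27) gave 2, 16, 0 and 0 to 26. Germin-like genes called higher (4) were 2 with log2(FPKM + 0.1), 0 with no filter, 1 at 5 FPKM, 0 with own spread, 0 to 8 with a library left out and 12 when adjusted over the list alone. Called LEA genes (1) were 0 with no filter, 0 at 5 FPKM, 0 with own spread, 0 to 6 with a library left out and 7 over the list alone, and pathogenesis-related genes (5) were 1 with no filter, 0 with own spread, 0 to 25 with a library left out, 3 without the dense windows and 17 over the list alone. Camera's adjusted p for germin-like genes, 0.0547, passed at 0.0423 with log2(FPKM + 1), 0.0349 with log2(FPKM + 0.1), 0.0229 with no filter and 0.0488 per gene, and ran from 7.07e-04 to 0.308 with a library left out. For LEA genes it was 0.182, and 0.0389 to 0.305 with a library left out, and for pathogenesis-related genes 0.0801, and 4.69e-04 to 0.305. With an estimated correlation, a setting at which small p are hardly within reach, camera's adjusted p was 0.758 for each of these lists. Median log2 fold changes went to -0.0883 at 5 FPKM and 0.0581 with no filter for LEA genes (0.10), and to 0.19 at 5 FPKM, 0.0307 with no filter and 0.0347 without the dense windows for pathogenesis-related genes (0.0865), and with a library left out were 0.0370 to 0.15 for LEA, 0.0109 to 0.22 for pathogenesis-related and 0.28 to 0.66 for germin-like genes (0.49). On-off transcripts (24 and 17) were 7 lower at 10 against 1 FPKM, and 18 higher and 14 lower with FPKM summed per gene. With a library left out they were 27 to 71 higher and 22 to 87 lower, where the counts could not fall because fewer libraries had to meet the rule. No gene that reversed was called: OsC3H50 (-4.00e-04) went to 2.57e-04 with quantile normalization computed again, 0.0767 per gene and -0.0357 to 0.0349 with a library left out (0.00525 without NT replicate 2), Os12g0264500 to -0.0595 and Os08g0346400 to 0.13 per gene, OsC3H2 (0.0381) to -0.0330 and -0.16 without NT replicate 2 and OsC3H10OX replicate 1, and OsC3H37 (0.24) to -0.24 without OsC3H10OX replicate 1 (0.71 at most). Clustering of called genes held in its alternatives, with 13 pairs at 4-fold (at most 4 in permutations), 35 without shared annotations and 45 with log2(FPKM + 1). These rest on the same calls or on values close to the main ones, so they are not independent checks. Clustering was not computed with a library left out, other filters or each transcript's own spread. On-off genes gave 1 such pair, where permutations gave 0.0216 on average (permutation p = 0.0215). No filter and the 5 FPKM filter change which transcripts are tested, and leaving out a library leaves fewer samples; beyond that, the cause was not tested. NT replicate 2 was 1.54 times as deep as NT replicate 1. At these depths 1 fragment of a transcript of 1500 nt is 0.0134 to 0.0206 FPKM, so absence is known only to about that level.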

Differences from the paper's values

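No test in this part was chosen only after the result was seen. The paper's methods name a change of at least 2-fold together with p under 0.05, and its text gives 684 up- and 681 downregulated genes. At these thresholds limma's unadjusted p left 418 transcripts higher and 447 lower, while 684 and 681 were reached with the 2-fold change alone. For the transcripts that were higher, the alternatives set before the data were examined that come within 1.5 times the paper's value were log2(FPKM + 0.1) with 861, without NT replicate 1 with 599 and without OsC3H10OX replicate 2 with 815, and all others did not. For those that were lower, they were log2(FPKM + 1) with 462, log2(FPKM + 0.1) with 872, robust limma with 466, without NT replicate 1 with 762, without OsC3H10OX replicate 1 with 554 and without OsC3H10OX replicate 2 with 647, and all others did not. By the p-values that the authors deposited, 151 and 237 transcripts met both conditions, and the smallest of their adjusted p-values was 0.738.

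The paper's results text states that genes changed by overexpression and drought fall mainly into LEA, GLP and PR groups. Of the 179 transcripts of Table S3, the annotation lists matched 7 LEA, 5 germin-like and 11 pathogenesis-related genes, and 15 of the 26 genes of Table 1 are in Table S3. Its Table 1 title covers all listed genes as upregulated, and all 26 were at least 2-fold higher here, with 8 called by limma. They were picked at 2-fold on these same libraries, so the 26 of 26 is not independent evidence. Os12g0555000 (OsPR10A) is marked as induced by drought in Table 1 and is not in Table S3. The paper describes the genes lower in OsC3H10OX as acting in transcription, protein phosphorylation and carbohydrate metabolism on the basis of Table S4. There, 7, 3 and 6 of 89 transcripts carry these terms, and in Table S3, which holds the genes that were higher, 7, 10 and 14 of 179 do. The paper states that the majority of stress-related genes raised by OsTZF1 were also raised in OsC3H10OX. All 8 such genes of Table S5 were at least 2-fold higher, 2 were called, and Os02g0811800 was lower in OsC3H10OX replicate 2 than in both NT libraries. Table S5 holds only genes raised by both OsTZF1 and OsC3H10, picked on these same libraries. That its genes, those of ROS production included, were at least 2-fold higher was therefore fixed in advance. It leaves out OsTZF1 genes that did not rise here, so it cannot show whether a majority did. The paper states that the 3 genes of ROS production were raised as well, and each was at least 2-fold higher (log2 fold changes 1.18 to 1.42) but 0 were called by limma, with unadjusted p = 0.0180 for Os10g0558700, 0.00399 for Os03g0235000 and 0.0620 for Os08g0113000. Table S5 gives Os12g0154900 the name that Table 1 gives to Os12g0154700 (OsGLP12-1).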

Other observations

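No test in this part was chosen only after the result was seen, apart from the corrected words of the thionin list. The remaining lists are given, in brackets, with the genes called higher and lower by limma, those higher and lower when adjusted over the list alone, those at an unadjusted p under 0.05 and the median log2 fold change: heat shock protein (0 and 0 of 65 tested, 2 and 2, 8 and 4, median 0.0318), peroxidase (1 and 6 of 104 tested, 6 and 12, 9 and 20, median -0.11), thionin (1 and 0 of 6 tested, 3 and 0, 4 and 0, median 1.71), protease inhibitor (1 and 2 of 29 tested, 2 and 3, 9 and 3, median 0.14), photosystem and light harvesting (0 and 0 of 54 tested, 0 and 0, 6 and 1, median -7.06e-05), cytosolic ribosomal protein (1 and 0 of 160 tested, 0 and 0, 3 and 15, median -0.0950), histone (0 and 0 of 48 tested, 0 and 0, 1 and 6, median -0.12). Further lists were protein kinase (4 and 7 of 670 tested, 8 and 11, 94 and 61, median 0.0450), transcription factor (4 and 10 of 676 tested, 5 and 12, 66 and 83, median 0.0288), carbohydrate metabolism (2 and 4 of 253 tested, 7 and 10, 23 and 39, median -0.0483), NB-ARC resistance (6 and 3 of 204 tested, 15 and 7, 47 and 15, median 0.12), transposon-related (1 and 2 of 56 tested, 2 and 2, 5 and 5, median 0.10), cytochrome P450 (4 and 1 of 154 tested, 9 and 6, 26 and 18, median 0.0381), terpenoid synthesis (3 and 0 of 28 tested, 7 and 1, 8 and 2, median 0.0819) and jasmonate (2 and 3 of 37 tested, 6 and 5, 9 and 6, median 0.10). The last were seed reserve and glyoxylate (0 and 1 of 35 tested, 1 and 2, 4 and 10, median -0.18), aquaporin (0 and 1 of 18 tested, 0 and 1, 1 and 1, median 0.10), glutathione S-transferase (0 and 0 of 38 tested, 0 and 0, 5 and 7, median 0.0282), lignin and cell wall (2 and 0 of 86 tested, 6 and 8, 14 and 19, median -0.11), circadian clock (0 and 0 of 10 tested, 0 and 0, 1 and 1, median 0.20), root markers (1 and 0 of 9 tested, 1 and 2, 2 and 2, median 0.18) and ABA and drought regulators (0 and 2 of 15 tested, 2 and 7, 2 and 7, median -0.19). The mean differed in sign from the median for photosystem and light harvesting (0.0495) and transcription factor (-0.00181), for which camera's direction was up. At a preset correlation, camera's adjusted p over 25 lists was under 0.05 for thionin (1.22e-04, up), NB-ARC resistance (9.54e-04, up), cytosolic ribosomal protein (0.0125, down), ABA and drought regulators (0.0251, down) and peroxidase (0.0341, down). With an estimated correlation no list passed, the lowest adjusted p being 0.758. At that setting camera takes its degrees of freedom from the 4 libraries, so it can hardly give small p and decides little. For the terpenoid list the estimated correlation, -0.0116, was under the preset 0.01, yet camera's unadjusted p rose from 0.0804 to 0.188. For the lists that passed at the preset, the estimated correlations were 0.0741 to 0.197, above the preset. None of these directions is therefore established.

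Genes of these lists that were called include the diterpenoid synthesis gene Os04g0178300 (syn-copalyl diphosphate synthase-like, 3.10 ± 0.259 FPKM (SD, n = 2) in NT and 8.38 ± 0.0508 FPKM in OsC3H10OX, log2 fold change 1.2, adjusted p = 0.0368, limma, BH) and the neighbouring cytochrome P450 gene Os04g0178400 (3.25 ± 0.0975 FPKM (SD, n = 2) in NT and 10.3 ± 1.72 FPKM in OsC3H10OX, log2 fold change 1.41, adjusted p = 0.0372, limma, BH). The lipoxygenase-like gene Os03g0738600 (17.4 ± 0.231 FPKM (SD, n = 2) in NT and 3.06 ± 0.0760 FPKM in OsC3H10OX, log2 fold change -2.19, adjusted p = 0.00827, limma, BH) and the Tify domain genes Os10g0391400 and Os03g0181100 (log2 fold changes -2.55 and -1.76) were lower, and the lipoxygenase-like gene Os12g0559934 (2.05) was higher. The laccase-like gene Os12g0257600 had 0.789 ± 0.123 FPKM (SD, n = 2) in NT and 14.1 ± 5.98 FPKM in OsC3H10OX (log2 fold change 3.03, adjusted p = 0.0348, limma, BH). The nitrate transporter-like gene Os01g0704100 had 11.4 ± 0.483 FPKM (SD, n = 2) in NT and 26.9 ± 3.75 FPKM in OsC3H10OX (log2 fold change 1.19, adjusted p = 0.0423, limma, BH). The trehalose-6-phosphate phosphatase-like gene Os02g0661100 had 43.0 ± 0.601 FPKM (SD, n = 2) in NT and 15.2 ± 1.77 FPKM in OsC3H10OX (log2 fold change -1.43, adjusted p = 0.0253, limma, BH). None of these calls held without NT replicate 2, which is true of every called transcript.

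On chromosome 11, transcript Os11t0615700-01 of a proteasome subunit gene was near absence in NT and had 15.9 and 15.1 FPKM in OsC3H10OX. The gene's other transcript, Os11t0615700-02, had 42.5 and 37.4 FPKM in NT and 74.5 and 77.5 in OsC3H10OX (log2 fold change 0.97, adjusted p = 0.0432, limma, BH). By contrast, Os11g0615600 (6.60 and 7.29 FPKM in NT, 0.0885 and 0.0319 in OsC3H10OX) and Os11g0615750 (10.5 and 9.70, 0.219 and 0.237) beside this gene went the other way. Os11g0615750 overlaps the proteasome subunit gene, so reads of the overlapping models cannot be assigned with certainty. Os01g0348900, from the list of ABA and drought regulators, had 267 and 281 FPKM in NT and 1804 and 597 in OsC3H10OX (log2 fold change 1.92, adjusted p = 0.212, limma, BH). Of the CCCH genes of Table S1, 7 were tested and 0 called by limma (1 lower when adjusted over the list alone, and 1 lower at an unadjusted p under 0.05). Among the transcripts used, 1 for each gene, that of OsC3H33 had the lowest adjusted p, 0.139, with a log2 fold change of -0.77. The gene's other transcript, Os05t0128200-02, had a log2 fold change of -0.739 (adjusted p = 0.0630, limma, BH) and was not called either. In Tables S3 and S4 the paper's drought RPKM equal the read number times 22445 divided by length in the columns of every day, so these columns carry no scaling to each library's depth. Of the transcripts of Tables S3 and S4, 158 and 51 pass 2-fold on day 2 by the paper's columns, and 176 and 89 on any day.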
